# MET Receptor Tyrosine Kinase Regulates the Expression of Co-Stimulatory and Co-Inhibitory Molecules in Tumor Cells and Contributes to PD-L1-Mediated Suppression of Immune Cell Function

**DOI:** 10.3390/ijms20174287

**Published:** 2019-09-01

**Authors:** Hyun Kyung Ahn, Sehui Kim, Dohee Kwon, Jaemoon Koh, Young A. Kim, Kwangsoo Kim, Doo Hyun Chung, Yoon Kyung Jeon

**Keywords:** MET, immune evasion, immune checkpoint, co-stimulatory molecules, co-inhibitory molecules, PD-1/PD-L1 pathway, PD-L1, cancer immunotherapy, lung cancer

## Abstract

The MET tyrosine receptor kinase is essential for embryonic development and tissue regeneration by promoting cell survival, proliferation, migration, and angiogenesis. It also contributes to tumor development and progression through diverse mechanisms. Using human cancer cell lines, including Hs746T (*MET*-mutated/amplified), H596 (*MET*-mutated), and H1993 (*MET*-amplified) cells, as well as BEAS-2B bronchial epithelial cells, we investigated whether MET is involved in the regulation of immune checkpoint pathways. In a microarray analysis, MET suppression using a MET inhibitor or siRNAs up-regulated co-stimulatory molecules, including 4-1BBL, OX40L, and CD70, and down-regulated co-inhibitory molecules, especially PD-L1, as validated by measuring total/surface protein levels in Hs746T and H1993 cells. MET activation by HGF consistently increased PD-L1 expression in H596 and BEAS-2B cells. Co-culture of human peripheral blood mononuclear cells with Hs746T cells suppressed interferon-γ production by the immune cells, which was restored by MET inhibition or PD-L1 blockade. A significant positive correlation between MET and PD-L1 expression in lung cancer was determined in an analysis based on The Cancer Genome Atlas (TCGA) and in an immunohistochemistry study. The former also showed an association of MET overexpression in a PD-L1^high^ tumor with the decreased expressions of T-cell effector molecules. In summary, our results point to a role for MET overexpression/activation in the immune escape of tumors by PD-L1 up-regulation. MET-targeted-therapy combined with immunotherapy may therefore be an effective treatment strategy in patients with MET-dependent cancer.

## 1. Introduction

MET is a receptor tyrosine kinase that plays an important role in cancer development and progression [1]. MET genetic alterations are found in many types of tumors and are associated with their aggressive behavior as well as their resistance to therapy [2]. Resistance to EGFR tyrosine kinase inhibitor (TKI) in non-small cell lung cancer (NSCLC) has been attributed to *MET* amplification [3]. MET protein overexpression occurs in 22–75% of NSCLCs and correlates with phospho-MET (p-MET) expression, suggesting a relationship between MET overexpression and activation [4,5]. Among the *MET* mutations described thus far, a somatic mutation at or around the exon 14 splice junction that leads to deletion of the exon and, thus, to a protein lacking the juxtamembrane domain has been implicated in oncogenic MET activation [6,7]. The juxtamembrane domain is the site of c-Cbl binding, required for the degradation of MET following its signaling activation via binding to hepatocyte growth factor (HGF; a MET ligand). The *MET* exon 14 skipping mutation causes impaired c-Cbl-mediated degradation of MET and therefore sustains MET activation [6,7]. Despite the heterozygosity of this mutation at the DNA level, the truncated form of MET is much more abundant than the wild-type [6,7]. The *MET* exon 14 skipping mutation is frequently observed in pulmonary sarcomatoid carcinoma (the most aggressive entity of NSCLC) [8,9,10,11]. Based on these observations, MET is considered a promising therapeutic target in NSCLC [1,2].

Immune checkpoint pathways refer to a variety of inhibitory interactions between T cells and target cells, including antigen-presenting cells and cancer cells. Examples include the programmed cell death-1 (PD-1)/programmed cell death-1-ligands (PD-Ls) and CTLA-4/CD80 pathways [12]. Engagement of PD-1 expressed on T cells by PD-Ls on antigen-presenting cells and tumor cells results in the suppression of T-cell proliferation and function, whereas PD-1/PD-L1 blockades restore effector T-cell function and anti-tumor immune responses [13]. Recently, PD-1 and PD-L1 blockades have been introduced as a novel therapeutic strategy for cancer therapy [13]. However, not all patients clinically benefit from this form of immune checkpoint blockade, such that other targets and strategies that enhance the efficacy of this approach to treatment are needed [14,15].

PD-L1 expression in tumor cells and immune cells is associated with the efficacy of PD-1/PD-L1 blockades in cancer patients and thus serves as a predictive biomarker [13,16]. The U.S. Food and Drug Administration has approved PD-L1 immunohistochemistry (IHC) as a companion diagnostic for NSCLC, gastric, or gastroesophageal junction adenocarcinoma, cervical cancer, urothelial cancer, squamous cell carcinoma of the head and neck and esophagus, and breast cancer. PD-L1 expression can be induced by endogenous oncogenic signaling in tumor cells or by exogenous cytokines (e.g., interferon-γ, IFNγ) secreted from immune cells [12]. We previously demonstrated a positive correlation between MET and PD-L1 expression in lung cancer [17,18]. While MET contributes to tumor progression and aggressiveness by diverse mechanisms [19], its role in the regulation of the tumor immune response is unclear. In this study we asked whether MET is involved in the regulation of immune checkpoint pathways and immune cell function and then validated our findings by analyzing tumor tissues from patients and a public tumor database. Our study showed the following: (1) MET activation up-regulates co-inhibitory molecules (particularly PD-L1) and down-regulates co-stimulatory molecules; (2) MET inhibition in tumor cells enhances the function of co-cultured immune cells; (3) MET expression by the tumors of cancer patients, including those with NSCLC, and in cell lines positively correlates with that of PD-L1; and (4) MET overexpression is related to immunosuppressive features in the tumor microenvironment of PD-L1^high^ NSCLC. Taken together, these results suggest that MET may be involved in tumor immune evasion. Combined MET-targeted therapy and immunotherapy may therefore be an effective strategy in the treatment of several forms of cancer.

## 2. Results

### 2.1. MET Inhibition or Knockdown in Hs746T Cells Causes Changes in the Expression of Immune-Response-Related Genes

Lung adenocarcinoma cell lines, including H596 (harboring a *MET* exon 14 skipping mutation) and H1993 (harboring a *MET* amplification), and a gastric carcinoma cell line, Hs746T (harboring both a *MET* exon 14 skipping mutation and *MET* amplification), were used in this study. In H1993 cells and Hs746T cells, p-MET expression was up-regulated in the absence of HGF (Supplementary Figure S1) whereas in H596 cells HGF treatment resulted in prolonged p-MET expression/MET activation compared to cells carrying wild-type *MET* [6].

The regulation of gene expression by MET was further examined in Hs746T cells, which, among the cell lines included in this study, had the highest basal-level expression of MET, p-MET, and PD-L1 and showed a marked decrease in the levels of MET and p-MET after MET inhibitor treatment or siRNA transfection. These cells were treated with the MET inhibitor PHA665752 or transfected with MET siRNA1, the most effective siRNA (Supplementary Figure S2A), and submitted to microarray analysis (GEO accession number; GSE135976). 

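Total RNA of Hs746T cells, an established gastric carcinoma cell line, was measured on 4 single-colour Agilent human V2 expression arrays, with 1 array each for DMSO, PHA665752, sc siRNA and MET siRNA. The siRNA-transfected cells were harvested 48 h after transfection. There were no replicate arrays, so the values have no error, no test was made, and the number of arrays limits the precision. PHA665752 was compared with DMSO and MET siRNA with sc siRNA, and these comparisons share no array. The authors deposited the intensity of each spot after background subtraction and spatial detrending by the Feature Extraction software, without normalization between arrays. From these intensities the log2 processed signal minus the 75th percentile of the array was taken. Control spots and spots that the software marked as feature or background outliers were left out. Of 34127 probes, 33128 were spotted once and 999 were spotted 10 times and averaged. The share of probes well above background was 67.4% on the DMSO array, 67.4% on the PHA665752 array, 68.2% on the sc siRNA array and 61.1% on the MET siRNA array. A probe not well above background on one array of a pair was given a bound, taken against the higher of its own signal and the lowest signal among probes well above background on that array. A probe well above background on neither array of a pair was given no ratio. Nor was a probe whose spots were all left out on an array of the pair. The same held for a probe whose bound pointed lower on the array where it was well above background. Among the probes spotted 10 times, the median SD between spots of an array lay between 0.0531 and 0.0588 on the log2 scale, which covers spot noise and not differences between cultures. The MET probe A_23_P359245 (NM_000245) had a processed signal of 221451 with DMSO and 100492 with PHA665752, a log2 ratio of -0.93 after scaling. Its signal was 190010.0 with sc siRNA and 77854 with MET siRNA, a log2 ratio of -1.33. The MET log2 ratio of sc siRNA over DMSO was 0.032. Over the other ways of processing, the MET log2 ratio lay between -1.17 and -0.92 with PHA665752 and between -1.57 and -1.20 with MET siRNA.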

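PHA665752 changed 13.9% of the probes on the array more than 2-fold, with 3009 probes higher and 1744 lower than with DMSO. MET siRNA changed 1.84% of the probes by as much, with 454 higher and 174 lower than with sc siRNA. Bounds made up 770 of the probes changed by PHA665752 and 337 of those changed by MET siRNA. No ratio was formed for 10656 probes of the inhibitor pair and 12673 of the siRNA pair, and these stayed in the denominator. Some of them were well above background on an array, yet could not count as changed. This weighs more on the siRNA pair, as 1573 probes had no value on the MET siRNA array. In the absence of replicates, the 2 control arrays were set against each other. They are not replicates, since they differ in transfection, unlike the arrays of the siRNA pair. The sc siRNA array differed from the DMSO array by more than 2-fold at 2.90% of the probes, 723 higher and 268 lower. The share changed by MET siRNA was thus below the share that differed between the controls, while the share changed by PHA665752 was above it. These differences between shares have no replicate error, and the control share can include a response to transfection. The alternative that moved the inhibitor share most, normexp background correction, gave 7.27% for PHA665752, 0.346% for MET siRNA and 1.02% for the controls. The normexp offset of 50 shrinks the ratios of dim probes by construction. A further scaling, found behind the folds of the supplementary gene list and chosen after seeing the data, divides each array by the median of its own probes well above background and is called the supplementary-fold scaling. Against the 75th percentile it shifts the log2 ratios of the siRNA pair by -0.24. Under it the order of the smaller shares turned, with 5.71% for MET siRNA and 4.62% for the controls. Of the probes changed by MET siRNA, 72.3% were higher with the 75th percentile scaling and 46.6% in the supplementary-fold scaling. Of the probes changed by PHA665752, 63.3% were higher with the 75th percentile scaling and 43.2% with the 50th, which shifts every ratio of this pair by -0.25 on the log2 scale. Among named probes well above background on every array, the 5 largest rises shared by both treatments, by the smaller of the ratios, were those of CCN5, SLC12A8, DNAH2, SMAD6 and ATOH8. For CCN5 the log2 ratio was 5.55 with PHA665752 and 2.52 with MET siRNA. The 5 largest shared falls were those of ARHGEF39, CCL3, SPRY4 and both AREG probes, with -1.48 and -1.304 for ARHGEF39 in the same order. The 3 largest opposite changes were those of RPS6KA2 and PRMT7, lower with PHA665752 and higher with MET siRNA, and GSTM2, which went the other way. With normexp, ARHGEF39, CCL3, SPRY4, SMAD6, ATOH8 and these opposite genes changed by less than 2-fold with at least 1 treatment, the siRNA ratio smallest in size among them being -0.44 for ARHGEF39.

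**Figure D1:**
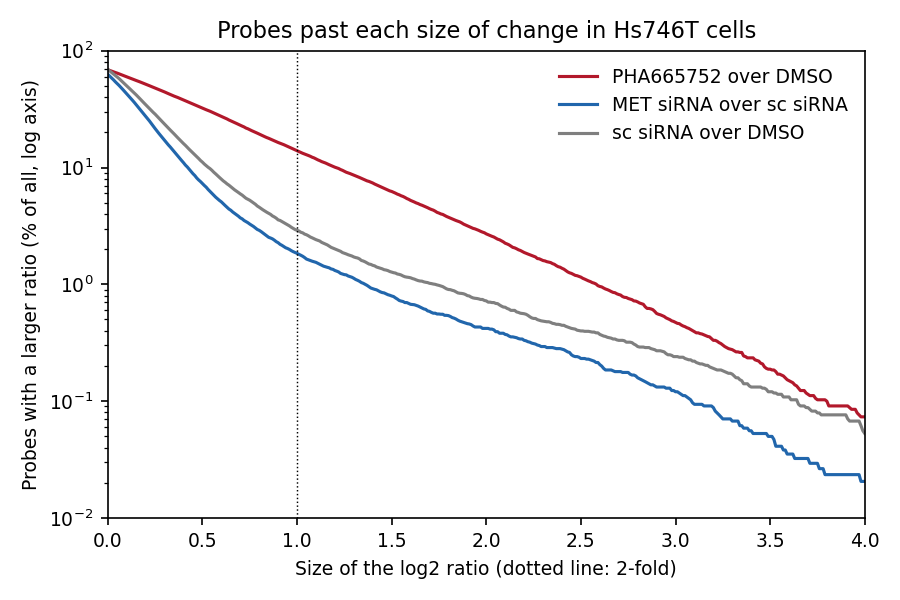
Percent of all probes (log axis) whose log2 ratio is larger in size than the value on the horizontal axis, for PHA665752 over DMSO, MET siRNA over sc siRNA and sc siRNA over DMSO, with 1 array per condition. At the dotted line, which marks 2-fold, the curves stand at 13.9%, 1.84% and 2.90%.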

Overall, 15.4% and 4.3% of total genes were significantly changed more than 2-fold by the MET inhibitor treatment and MET knockdown, respectively. The difference may be partly attributable to the different efficacies of MET inhibitor and siRNA in MET and p-MET down-regulation. p-MET was more effectively down-regulated by MET inhibitor (PHA665752) than by MET knockdown. Gene ontology (GO) analysis of the genes up- or down-regulated by MET suppression revealed their involvement in angiogenesis, apoptosis, cell cycle, cell migration, cell proliferation, DNA repair, extracellular matrix, and immune and inflammatory responses (Supplementary Figure S2B,C). 

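The categories were followed with hand-written gene lists, which are not the Gene Ontology terms used in the study. The brightest probe stood for each gene, and each list's median log2 ratio was set against 10000 random lists of the same size matched on signal, as a description of these arrays and not a test. The cell cycle list (28 of 29 genes with a ratio) had a median log2 ratio of -1.98 with PHA665752, where 27 genes fell past 2-fold, and 0.076 with MET siRNA, where 0 did and the median was -0.17 in the supplementary-fold scaling. The DNA repair list (22 of 24) stood at -2.04 with PHA665752 and 0.098 with MET siRNA, the latter being -0.15 in the supplementary-fold scaling. The extracellular matrix list (19 of 23) stood at 0.74 with PHA665752 and 0.12 with MET siRNA, the latter being -0.21 in that scaling and -0.0042 with a floor of 5 before median scaling. With the 75th percentile scaling, the medians of these lists lay outside the central 95% of random lists in both pairs. The cell migration list was lower in both pairs, at -0.24 with PHA665752 and -0.31 with MET siRNA. The siRNA median of the cell migration list lay below the central 95% of its random lists, which ran from -0.15 to 0.081, and its PHA665752 median inside theirs. Of the medians that follow, only that of inflammatory response with PHA665752 lay outside the central 95% of random lists. The angiogenesis median was -0.19 with PHA665752, but 0.043 without a filter on dim probes, and -0.095 with MET siRNA. The apoptosis median was -0.088 with PHA665752 and 0.015 with MET siRNA, where 3 alternatives gave a value below 0. The cell proliferation median was -0.070 with PHA665752, reaching 0.0021 under 1 alternative, and -0.094 with MET siRNA. The inflammatory response median was -0.29 with PHA665752, at percentile 1.00 of its random lists, and -0.091 with MET siRNA, which turned to 0.092 under 1 alternative.

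**Figure D2:**
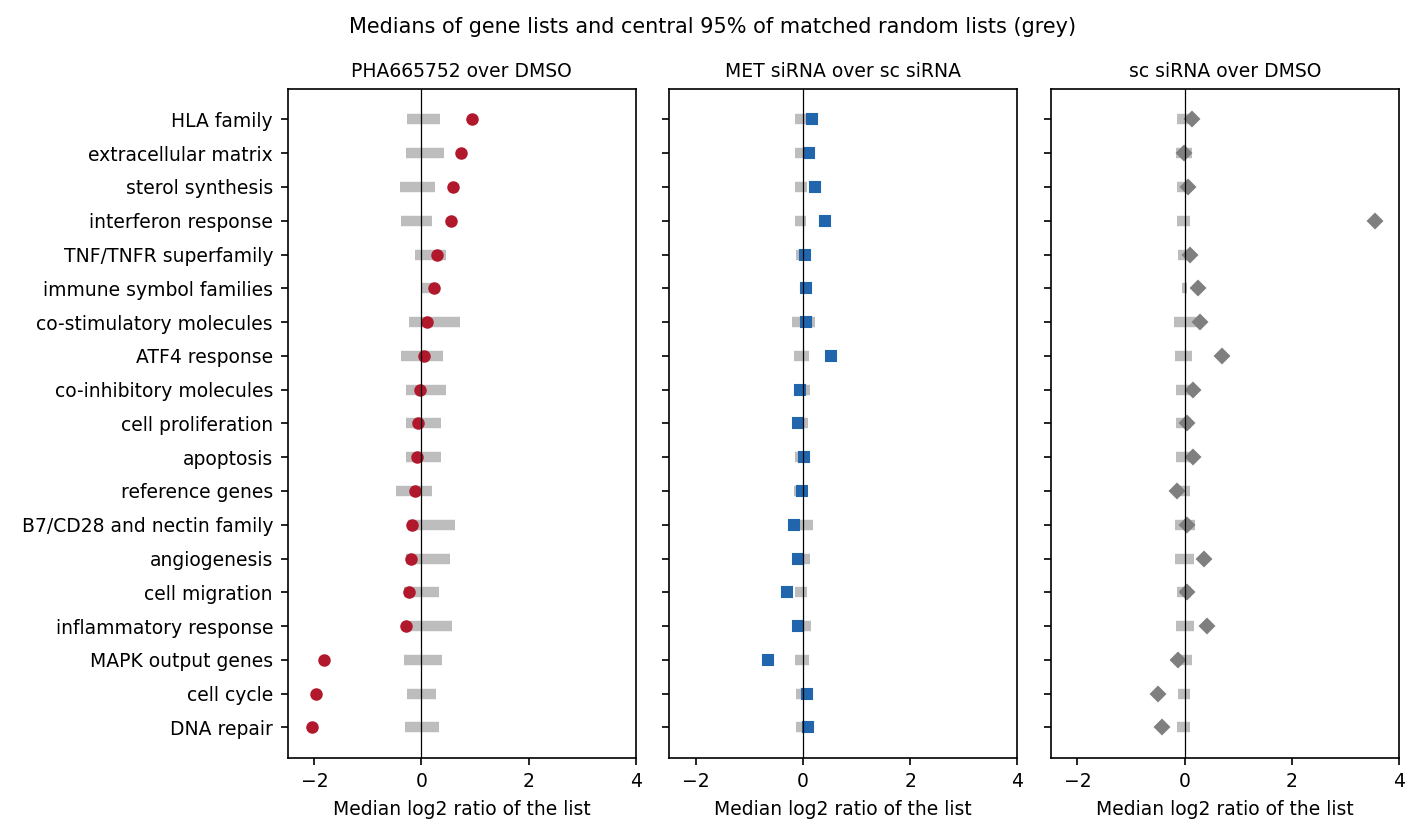
Median log2 ratio of each gene list (points) for PHA665752 over DMSO, MET siRNA over sc siRNA and sc siRNA over DMSO, with 1 array per condition; grey bars span the central 95% of 10000 matched random lists. The cell cycle and DNA repair lists stand at -1.98 and -2.04 with PHA665752, and at 0.076 and 0.098 with MET siRNA, where the supplementary-fold scaling turns both below 0.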

Discrepancies in the GO analysis of cells treated with MET inhibitor versus MET knockdown can also be attributed to the different efficacies of MET suppression by PHA665752 and siRNA and to the unintended biological effect of both inhibitors.

Nonetheless, the changes in the expression of immune-related genes were well-correlated between cells treated with MET inhibitor and MET knockdown (Figure 1A). 

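Immune genes were taken by symbol families (interleukins, chemokines, interferon genes, CD antigens, TNF/TNFR, HLA and others), since the study's own list of immune-related genes was not used here. Over 247 of these genes with a ratio in both pairs, Pearson's r between the PHA665752 and MET siRNA log2 ratios was 0.59 and Spearman's rho 0.58. These are correlations across genes, which are not independent replicates, so no p is given. In 177 of the 247 genes (71.7%) both ratios had the same sign. Over 13440 genes of all kinds r was 0.52, rho 0.54, and 69.6% had the same sign. The r of the immune genes lay inside the central 95% of signal-matched random lists, 0.34 to 0.65. It was 0.37 without a filter on dim probes, the largest move among the alternatives. Over 68 genes of the B7/CD28, TNF/TNFR and HLA families r was 0.58, with random lists between 0.16 and 0.74. The slope of the siRNA ratios on the PHA665752 ratios was 0.28 in the immune genes. Among 13074 genes well above background on every array, r was 0.55 for this pairing of the arrays, 0.15 for PHA665752 over sc siRNA with MET siRNA over DMSO, and 0.27 for PHA665752 over MET siRNA with DMSO over sc siRNA. Of the 4753 probes changed by PHA665752, 3887 had a siRNA ratio, which went the same way in 80.0% and past 2-fold the same way in 204. Of immune genes labelled in Figure 1, IL6 (A_23_P71037) rose by both treatments, with log2 ratios of 1.44 and 1.22, and by 2.89 in sc siRNA over DMSO. IL7R (A_23_P404494) had log2 ratios of -2.01 with PHA665752, -1.12 with MET siRNA and 1.44 between the controls.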

Plots of the genes belonging to the B7/CD28 and TNF/TNFR superfamilies and to the HLA family showed the up-regulation of co-stimulatory molecules, such as *TNFSF9* (4-1BB ligand, 4-1BBL), *CD70*, and *ICAM1*, and the down-regulation of co-inhibitory molecules, including *CD274* (PD-L1), *PDCD1LG2* (PD-L2), *PVRL1*, and *CD276* (B7-H3) following MET suppression (Figure 1B). These genes were therefore likely to be responsive to MET signaling.

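Among the co-stimulatory genes, TNFSF9 (A_33_P3397763, NM_003811) had a log2 ratio of 1.39 with PHA665752 and 0.79 with MET siRNA, on signals of 2764 with DMSO and 3612 with sc siRNA. CD70 (A_33_P3243449, NM_001252) rose by 2.37 with PHA665752 and 0.68 with MET siRNA, from signals of 42.7 and 41.3. ICAM1 (A_23_P153320, NM_000201) rose by 1.53 with PHA665752 and 0.51 with MET siRNA, and with normexp its inhibitor ratio was 0.81. ICAM1 signals were 35.3 with DMSO and 58.4 with sc siRNA, and the lowest signals well above background on these arrays were 10.8 and 10.2. The sc siRNA array was itself higher than the DMSO array by 0.64 for TNFSF9, 0.20 for CD70 and 0.98 for ICAM1. These differences can include a response to transfection, which is common to both arrays of the siRNA pair. The rise of ICAM1 with MET siRNA was thus smaller than its difference between the controls, and that of CD70 was larger. For TNFSF9 the siRNA rise was the larger with the 75th percentile and the smaller in the supplementary-fold scaling, where it was 0.54. Among the co-inhibitory genes, CD274 (NM_014143) had a log2 ratio of -2.84 with PHA665752 and -0.65 with MET siRNA at probe A_23_P338479, and -2.45 and -0.53 at probe A_33_P3381513. Its difference between the controls was -0.057 and -0.046 at these probes. PDCD1LG2 (NM_025239) had log2 ratios of -1.502 and -0.53 at probe A_23_P94412, and -1.40 and -0.42 at probe A_33_P3213707. With normexp the PDCD1LG2 inhibitor ratios were -0.78 and -0.68, short of 2-fold, and the controls differed by 0.71 and 0.67. PVRL1, now named NECTIN1 (A_23_P76034, NM_203286), had a log2 ratio of -2.01 with PHA665752 and -0.28 with MET siRNA, and the controls differed by -0.28. CD276 (A_33_P3217393, NM_001024736) had a log2 ratio of -0.044 with PHA665752 and -0.33 with MET siRNA, with 0.80 between the controls. A brighter CD276 probe, A_33_P3222917, had no ratio, because its spot was marked as a background outlier on both control arrays. In the series matrix values, which leave these marks unused, it was -0.66 with PHA665752, -0.49 with MET siRNA and 0.49 between the controls. TNFRSF14 (A_23_P126908, NM_003820), also labelled in Figure 1, rose by 0.66 with PHA665752, and its siRNA ratio of 0.027 changed sign under 3 of 10 alternatives. From the direction of these changes the paper proposes that the genes respond to MET signaling.

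**Figure D3:**
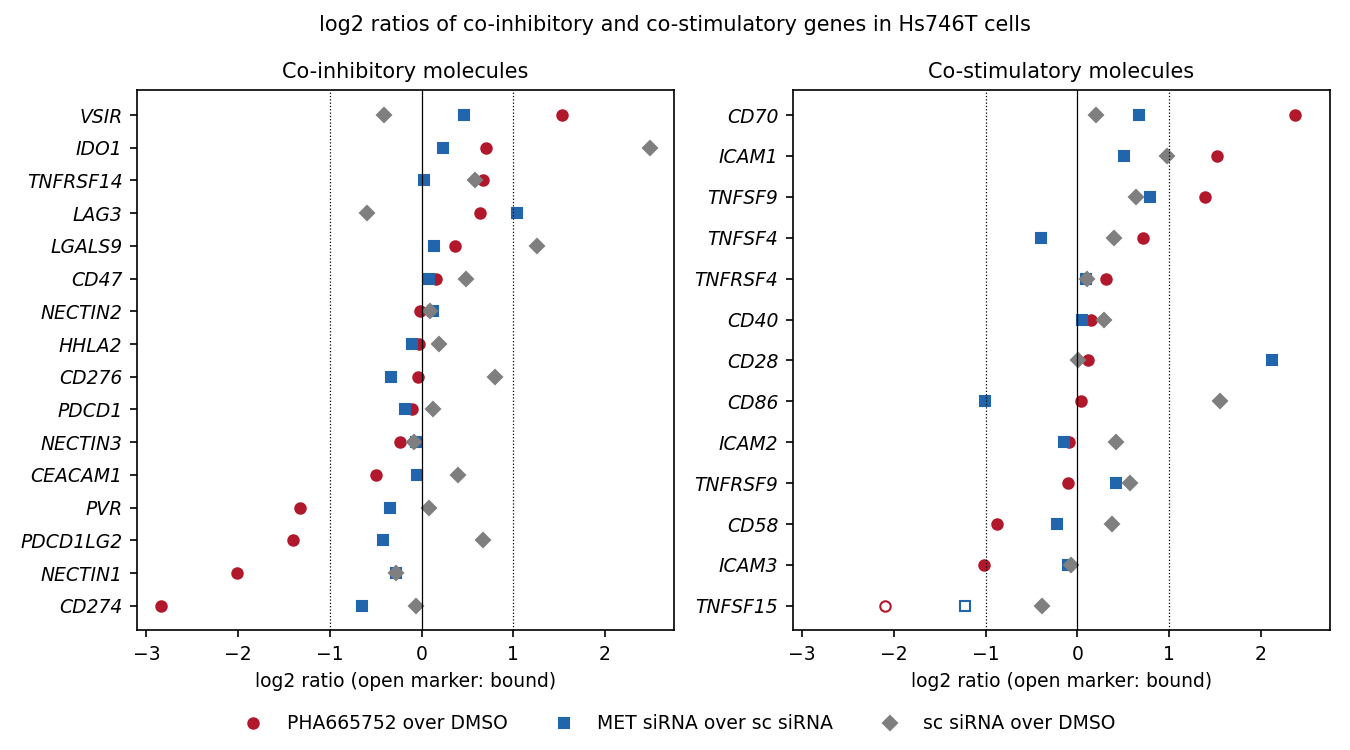
log2 ratios of 16 co-inhibitory and 13 co-stimulatory genes with a ratio in both pairs (1 probe per gene, 1 array per condition), for PHA665752 over DMSO (circles), MET siRNA over sc siRNA (squares) and sc siRNA over DMSO (diamonds); open markers are bounds and dotted lines mark 2-fold. CD274 stands lowest with PHA665752, at -2.84, and CD70 highest, at 2.37.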

### 2.2. MET Down-Regulates the Expression of Co-Stimulatory Molecules and Up-Regulates the Expression of Co-Inhibitory Molecules, Particularly PD-L1, in Tumor and Non-Neoplastic Bronchial Epithelial Cells

Consistent with the microarray data, mRNA expression levels of the co-stimulatory molecules *TNFSF9* (4-1BBL), *TNFSF4* (OX40 ligand, OX40L), and *CD70* were significantly increased in Hs746T cells treated with the MET inhibitors PHA665752 or crizotinib (Figure 2A,B). To examine the effect of MET activation, H596 cells, which have a relatively low level of basal MET/p-MET expression, were treated with recombinant human hepatocyte growth factor (rhHGF) (Supplementary Figure S1). Reductions in the mRNA levels of the co-stimulatory molecules 4-1BBL, OX40L, and CD70 were clearly observed 24 h after MET inhibition or 6–12 h after MET activation (Figure 2A,C). This lag in the response time suggested that pathways/factors other than direct MET signaling are involved in the MET-mediated expression of co-stimulatory molecules. MET activation of non-neoplastic human bronchial epithelial cells (BEAS-2B) by rhHGF treatment led to the down-regulation of *TNFSF9* (4-1BBL), *TNFSF4* (OX40L), and *CD70* and to the up-regulation of *CD274* (PD-L1), at both the mRNA and surface protein levels (Supplementary Figure S3 and Figure 2D).

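Genes were ranked from the largest fall by the log2 ratio of the brightest probe, with bounds ranked at the bound. With PHA665752, CD274 ranked 86 and PDCD1LG2 ranked 638 of 14322 genes. With MET siRNA, CD274 ranked 308 and PDCD1LG2 ranked 935 of 13647. By the mean of both log2 ratios, -1.74 for CD274 and -0.91 for PDCD1LG2, they ranked 57 and 461 of 13440. CD274 was thus in the lowest 0.424% of genes and PDCD1LG2 in the lowest 3.43%. Over the other ways of processing, the rank by the mean ran from 27 to 112 for CD274 and from 347 to 1333 for PDCD1LG2. No p-value can be given for these falls, since each condition had a single array.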

In the microarray analysis, *CD274* (PD-L1) and *PDCD1LG2* (PD-L2) were the genes most significantly down-regulated by MET suppression. To determine whether a causal relationship existed between MET signaling and PD-L1 expression, p-MET^low^ H596 cells were stimulated with rhHGF and p-MET^high^ Hs746T and H1993 cells were treated with MET inhibitors or transfected with MET-specific siRNAs. MET activation of H596 cells by rhHGF enhanced PD-L1 expression at the mRNA, total protein, and surface expression levels (Figure 3A–C). Upon MET inhibition by PHA665752 or crizotinib, PD-L1 expression was significantly reduced at all three levels in both Hs746T and H1993 cells, whereas PD-L2 expression changed only slightly (Figure 3D–F and Supplementary Figure S4A–C). MET knockdown using siRNAs concomitantly down-regulated PD-L1 transcription and protein expression (Figure 3G–I and Supplementary Figure S4D). The MET-mediated down-regulation of co-stimulatory molecules and up-regulation of co-inhibitory molecules, particularly PD-L1, in cancer cells suggests that MET may contribute to the immune evasion of cancer cells.

### 2.3. MET-Overexpressing Cancer Cells Suppress the Function of Immune Cells

To investigate the potential role of MET expressed by tumor cells in immune cell suppression, an in vitro co-culture system was developed using human peripheral blood mononuclear cells (PBMCs) and MET^high^/PD-L1^high^ Hs746T cells, as shown in Supplementary Figure S5. Increases in PD-1 levels on T cells (Supplementary Figure S5) and in IFNγ secretion were observed in PBMCs stimulated with PMA and ionomycin (Figure 4). Co-culture of stimulated PBMCs with Hs746T cells resulted in a significant inhibition of IFNγ secretion (Figure 4 and Supplementary Figure S6), which was partly restored by the addition of the MET inhibitor (crizotinib) (Figure 4A) and PD-L1 blocking antibody (Figure 4B). These data suggest that Hs746T cells suppress immune cell function via the MET pathway and PD-L1 expression.

### 2.4. Correlations between MET and PD-1 Ligand Expression in Human Cancer Tissues and Cell Lines

The potential role of MET in PD-L1 overexpression in human cancers was further examined by IHC of the NSCLC tissues from patients as well as by referencing the Cancer Cell Line Encyclopedia (CCLE) for pan-cancer cell lines and the TCGA for pan-cancers. In NSCLC tissues, IHC showed a significant positive correlation between MET and PD-L1 or PD-L2 expression by tumor cells (*p* < 0.001 for both), with a more consistent positive correlation of MET with PD-L1 than with PD-L2 (Figure 5A–D). An analysis of 14 cancer types (*n* = 5470) from the TCGA showed that the correlations between MET and PD-L1 or PD-L2 varied depending on the cancer type (Table 1). Of note, strong positive correlations were observed between MET and PD-L1 in lung adenocarcinoma and bladder cancer (r = 0.401, *p* < 0.001 and r = 0.385, *p* < 0.001, respectively) and between MET and PD-L2 in breast cancer and bladder cancer (r = 0.383, *p* < 0.001 and r = 0.355, *p* < 0.001, respectively). In stomach cancer, MET correlated weakly with PD-L1 but not PD-L2 (r = 0.137, *p* = 0.005 and r = 0.015, *p* = 0.754, respectively). In particular, a significant positive correlation between MET and PD-L1 expression was consistently observed in NSCLC tissues with either a *KRAS* mutation (*n* = 93) (r = 0.299, *p* = 0.004) or without *KRAS* mutation/*EGFR* mutation/*ALK* translocation (*n* = 152) (r = 0.349, *p* < 0.001), although a statistically significant positive correlation was not seen in those with an *EGFR* mutation (*n* = 41) (Figure 5E–G). The correlation between PD-L1 and MET was evaluated using the CCLE mRNA database, in order to determine whether the correlation was related to the intrinsic status of tumor and independent of the tumor microenvironment. A significant positive correlation between PD-L1 and MET was also found in several cancer cell lines, including NSCLC, breast cancer, and sarcoma (Supplementary Figure S7), but not in others, such as stomach cancer and lung small cell carcinoma. The findings from the TCGA and CCLE analyses indicated that the positive correlation of PD-L1 and MET depends on the cellular origin of the tumor and the tumor microenvironment.

### 2.5. Landscape of MET, PD-L1 and T-cell Effector Molecule Expression in Human Cancers

The TCGA dataset was used to explore the landscape of MET, PD-1 ligand, and T-cell effector molecule expression in human cancers, specifically, the potential biological and clinical relevance of MET and PD-L1 in the tumor immune microenvironment of NSCLC and gastric cancer. In NSCLC, the expression of T-cell effector molecules, including PD-1 (*PDCD1*), granzyme A (*GZMA*), granzyme B (*GZMB*), perforin (*PRF1*), IFNγ (*IFNG*), *CXCL9*, and *CXCL10*, correlated inversely with MET expression, especially in the PD-L1^high^ vs. PD-L1^low^ group (Figure 6A). By contrast, the correlation between MET/PD-L1 and T-cell effector gene expression in gastric cancer was not significant (Figure 6B). These data suggest that MET overexpression is related to the poor anti-tumor immune response of PD-L1 expressing lung cancers.

## 3. Discussion

MET-mediated immune regulation in tumors was comprehensively investigated in a microarray analysis performed after the functional and genetic suppression of MET in Hs746T cells. 

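The immune symbol families, 268 genes with a ratio in the inhibitor pair, had 43 genes higher and 25 lower by more than 2-fold with PHA665752. With MET siRNA 9 were higher and 7 lower of 255. Between sc siRNA and DMSO, which also differ in transfection, 49 were higher and 4 lower of 272. The median log2 ratio of these genes was 0.23 with PHA665752 and 0.053 with MET siRNA, but with the 50th percentile scaling the former was -0.020, and the latter fell below 0 only in the settings with a signal floor, where genes at the floor on both arrays set the median. The HLA family, 23 genes, had a median of 0.94 with PHA665752, above every random list, with 10 genes past 2-fold and a lowest median of 0.58 over the alternatives. With MET siRNA the HLA median was 0.17, and -0.078 in the supplementary-fold scaling. The TNF/TNFR superfamily (34 and 32 genes) stood at 0.29 with PHA665752 and 0.039 with MET siRNA. The B7/CD28 and nectin family (14 and 13) stood at -0.17 with PHA665752 and -0.18 with MET siRNA. The B7/CD28 signs turned without a filter on dim probes. The TNF/TNFR sign with PHA665752 turned under quantile normalization, and also with the floor of 5, where genes at the floor set the median. The siRNA sign of TNF/TNFR turned only where genes at the floor set the median. Each of the TNF/TNFR and B7/CD28 medians lay inside the central 95% of its random lists.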

In the analyzed tumor cells, the expression of genes involved in the immune response was significantly changed, as was that of genes possibly regulated by MET. 

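Of 16 co-inhibitory genes of a hand-written list with a ratio in both pairs, 9 were lower and 6 higher in both. The list is wider than the paper's named molecules, and holds PDCD1, LAG3, IDO1 and CD47 too. Besides CD274, PDCD1LG2 and NECTIN1, only PVR fell past 2-fold with PHA665752, with log2 ratios of -1.33 and -0.34, while VSIR rose by 1.53 and 0.47. The list's median was -0.035 with PHA665752 and -0.055 with MET siRNA. Both signs turned without a filter on dim probes, and that with PHA665752 turned under 2 alternatives in all. Of 13 co-stimulatory genes of a like list, which holds CD28 and TNFRSF9 too, 6 were higher and 4 lower in both. The list's median was 0.11 with PHA665752 and 0.052 with MET siRNA. The sign with PHA665752 turned under 3 alternatives, among them the 50th percentile and quantile normalization. That with MET siRNA turned only where genes at the signal floor set the median. TNFSF4, the gene of OX40L (A_23_P126836, NM_003326), had a log2 ratio of 0.71 with PHA665752 and -0.40 with MET siRNA, so that it rose with the inhibitor and fell with the siRNA. Its signals were 36.5 with DMSO, 51.6 with PHA665752, 40.5 with sc siRNA and 31.8 with MET siRNA, all well above background but low, and sc siRNA over DMSO was 0.40. TNFSF15 (A_23_P94754, NM_005118) was, with the 75th percentile scaling, the only gene of either list past 2-fold in one direction with both treatments. It was not well above background after either treatment, so its log2 ratios of -2.10 with PHA665752 and -1.23 with MET siRNA are bounds, and with normexp they were -0.64 and -0.45.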

Of note, the levels of co-inhibitory molecules, including PD-L1, PD-L2, B7-H3, and PVRL1, were decreased, and those of co-stimulatory molecules including 4-1BBL, OX40L, CD70, and ICAM1, increased by MET suppression via siRNA knockdown or functional inhibition. The changes in PD-L1, 4-1BBL, OX40L, and CD70 expression after MET activation and suppression were validated by qRT-PCR and western blot or flow cytometry analysis using three cell lines differing in their *MET* status and a human bronchial epithelial cell line. It was recently reported that the MET pathway is involved in PD-L1 up-regulation in cancer cells [20], but its role in the down-regulation of co-stimulatory molecules was not addressed. Our findings indicate a role for MET in the immune escape of tumors, via its ability to up-regulate co-inhibitory pathways and down-regulate co-stimulatory pathways.

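Among the 16 co-inhibitory genes with both ratios, CD274 fell most with PHA665752 and with MET siRNA, and it did so in each of the 10 other ways of processing. PDCD1LG2 ranked 3 with PHA665752, 2 with MET siRNA and 3 by the mean of both ratios. NECTIN1 stood between them, with a mean of -1.15, and PVR followed at -0.83. With normexp, PVR also fell more than PDCD1LG2 by the mean, which left PDCD1LG2 at rank 4. The ranking takes CD276 from probe A_33_P3217393, as its brighter probe had no ratio. In the series matrix values that brighter probe was -0.49 with MET siRNA, lower than the ranked PDCD1LG2 probe at -0.40. The differences between these genes have no replicate error to be set against.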

Microarray analysis revealed that, in response to MET suppression, PD-L1 and PD-L2 were the most strongly down-regulated co-inhibitory molecules. MET and PD-L1 levels correlated positively in lung cancer, gastric cancer, and renal cell carcinoma as determined by IHC [17,18,21,22]. PD-L1 overexpression was observed in NSCLC with *MET* amplification and acquired resistance to EGFR TKI, both in this and in other studies [23,24]. However, the role of MET in PD-L1 expression in different tumor types is unclear [20,25,26]. In their study of *MET*-altered lung cancer and gastrointestinal cancer cell lines, Saigi et al. reported that MET activation induced PD-L1 expression independently of the IFNγ-JAK2 pathway [20]. Martin et al. also reported the involvement of MET in IFNγ-JAK2/STAT1-medaited PD-L1 induction and that MET inhibition hampered this pathway [25]. By contrast, Li et al. demonstrated that MET decreases PD-L1 expression in hepatocellular carcinoma by the GSK3β-mediated post-translational modification/degradation of PD-L1 protein, rather than by its transcriptional regulation [26]. In this study, MET was shown to transcriptionally up-regulate PD-L1 and its subsequent protein and surface expression, suggestive of a functional enhancement of PD-L1 by MET. However, because PD-L1 expression is regulated by cancer-cell-intrinsic (i.e., PD-L1 gene status and driver oncogenic pathways) and extrinsic (i.e., cytokine milieu) factors [27,28,29], the role of MET in PD-L1 induction might differ according to the tumor type and the tumor microenvironment. This possibility was supported by the results of the TCGA analysis (at the mRNA levels), which showed frequent but variable positive correlations between MET and PD-L1 expression in diverse human cancer types. These included lung and stomach cancers, as demonstrated in this study, and in previous studies using cell lines derived from these tumors [20,25], as well as bladder, breast and kidney cancers, but not in esophageal, colon, liver, mesothelial, lymphoid, and soft-tissue cancers. In lung adenocarcinoma, the genetic background seems to affect the relationship between MET and PD-L1; thus, in tumors with *KRAS* mutation or those lacking *EGFR* mutation/*KRAS* mutation/*ALK* translocation (so called triple-negative), but not *EGFR*-mutated tumors, there was a strong positive correlation between MET and PD-L1.

In this study, basal expression levels of PD-L1 in cell lines carrying *MET* alterations were variable and highest in Hs746T cells, harboring both *MET* mutation and amplification. In H1993 cells harboring only *MET* amplification, p-MET levels were comparable to those of Hs746T cells (Supplementary Figure S1), but PD-L1 expression was barely detectable on the same blot showing high levels in Hs746T cells. Thus, genetic alterations other than MET may also be involved in regulation of PD-L1 expression in *MET*-altered tumors.

Although a positive and causal relationship between MET and PD-L1 expression has been reported for in some cancer types [17,18,20,21,22], little is known about the functional role of MET in tumor immune evasion. While MET overexpression was associated with an unfavorable clinical outcome during EGFR-targeting therapy, it tended to be associated with more favorable clinical outcome in patients treated with PD-1/PD-L1-targeted therapy [4]. However, the influence of MET overexpression by the tumor on the efficacy of PD-1/PD-L1 blockade is unclear. Using an in vitro co-culture system, we showed that MET^high^/PD-L1^high^ Hs746T (gastric cancer) cells suppressed immune cell function, which was partially recovered by anti-PD-L1 blocking antibody and the clinically administered MET inhibitor crizotinib. Consistent with this result, TCGA analysis revealed an inverse correlation between MET overexpression and T-cell effector gene expression in PD-L1^high^ NSCLC, which suggested an immunosuppressive role of MET in the microenvironment of this tumor. This correlation was not observed in patients with gastric cancer, indicating a biologically different role for, or significance of, MET in immune evasion across different tumor types. Clinical trials for MET-targeted therapies are ongoing for patients with lung cancer and colorectal cancer based on the pro-tumorigenic role of MET (NCT 01982955, NCT 02132598 and NCT 02510001). Thus, MET may be an effective therapeutic target in combination therapy with PD-1/PD-L1 blockade, based on its pro-tumorigenic and immune suppressive role in cancer. The utility of MET-targeted therapy in combination with immune targets within the PD-1/PD-L1 pathway or other immune checkpoint molecules remained to be determined in preclinical and clinical studies.

In summary, this study demonstrated that MET has a role in tumor immune evasion via up-regulating the expression of co-inhibitory molecules, particularly PD-L1, and down-regulating the expression of co-stimulatory molecules. In vitro, MET overexpression in tumor cells contributed to the suppression of immune cell function, which was partially restored by treatment with a MET inhibitor or PD-L1 blockade. Our results also showed that MET overexpression was related to immunosuppressive features in the tumor microenvironment of PD-L1^high^ lung cancer. Combined MET-targeted therapy and immunotherapy should therefore be considered for patients with MET-dependent cancer. However, the therapeutic strategies likely to be most effective in a combined approach and the patients most likely to benefit from such approach must still be clarified.

## 4. Materials and Methods

### 4.1. Cell Lines and Reagents

The lung adenocarcinoma cell lines H596 (harboring the *MET* exon 14 skipping mutation) and H1993 (*MET* amplification), the gastric carcinoma cell line Hs746T (both the *MET* exon 14 skipping mutation and amplification), and the non-neoplastic human bronchial epithelial cell line BEAS-2B were used in this study. H596 and Hs746T cells were kindly provided by James G. Christensen (Mirati Therapeutics, San Diego, CA, USA), and H1993 cells by Sukjoon Yoon (Sookmyung Women’s University, Seoul, Korea). BEAS-2B (ATCC CRL-9609) cells were purchased from the American Type Culture Collection (Manassas, VA, USA). Hs746T cells were maintained in DMEM supplemented with 10% fetal bovine serum (FBS) and 1% antibiotics, while H596 and H1993 cells were maintained in RPMI-1640 medium supplemented with 10% FBS and 1% antibiotics, and BEAS-2B cells were in DMEM/F12 (1:1) with 5% FBS and 1% antibiotics. All cell lines were kept in a humidified atmosphere of 5% CO_2_ at 37 °C. PHA665752 (a MET inhibitor) was purchased from Sigma-Aldrich (St. Louis, MO, USA), crizotinib came from Selleckchem (Houston, TX, USA), and rhHGF was from ProSpec-Tany TechnoGene Ltd. (Ness Ziona, Israel).

### 4.2. Small Interfering RNA (siRNA) Transfections

Three types of specific siRNAs targeting human MET and a scrambled (sc) siRNA were synthesized by Bioneer (Daejeon, Korea) (sequences in Supplementary Table S1). Hs746T and H1993 cells seeded in 6-well plates and grown to 60–70% confluency were transfected with siRNA using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) in an Opti-MEM (Qiagen, Germantown, MD, USA). After 6 h, the medium was replaced with complete medium and the cells were harvested 48 h after transfection.

### 4.3. Oligonucleotide Microarray Analysis

Hs746T cells were treated with MET inhibitor or transfected with MET siRNA, after which total RNA was extracted using the TRIzol reagent (Invitrogen). Microarray analysis and data acquisition were performed using an Agilent human 44K (V2) gene expression microarray by E-BIOGEN (Seoul, Korea) according to the manufacturer’s instructions. Briefly, target cRNA probes and hybridization were synthesized using the LowInput QuickAmp labeling kit (Agilent Technologies, Santa Clara, CA, USA). After the labeling efficiency was confirmed, 1650 ng of cyanine 3-labeled cRNA target was subject to fragmentation by the addition of 10× blocking agent and 25× fragmentation buffer. The fragmented cRNA was resuspended in 2× hybridization buffer and used directly in the assembled Agilent human 44K (V2) gene expression microarray. The arrays were hybridized at 65 °C for 17 h in an Agilent hybridization oven and then washed. The hybridization images were captured and quantitated using an Agilent DNA microarray scanner and Agilent feature extraction software 10.7. The average fluorescence intensity for each spot was calculated after subtracting the local background intensity. All data were normalized and fold-changed genes were selected using GeneSpringGX 7.3.1 (Agilent Technologies, Santa Clara, CA, USA). Functional annotation of the genes was performed according to the Gene Ontology Consortium (http://www.geneontology.org/index.shtml) by GeneSpringGX 7.3.1.

### 4.4. Quantitative Real-Time Reverse Transcription PCR (qRT-PCR)

Total RNA (1 μg) was reverse-transcribed using a cDNA synthesis kit (Takara Bio, Otsu, Japan). The qRT-PCR was performed using SYBR green (Takara Bio, Otsu, Japan), primers (Supplementary Table S1), and a Step One Plus thermal cycler (Applied Biosystems, Foster City, CA, USA). Relative mRNA expression was measured as the fold-change using the 2^−∆∆*C*t^ method, in which ∆∆Ct = (Ct of molecule, treated − Ct of GAPDH, treated) − (Ct of molecule, control − Ct of GAPDH, control).

### 4.5. Flow Cytometry

Cells were stained with the phycoerythrin (PE)-conjugated anti-PD-L1 antibody (eBioscience, San Diego, CA, USA), PE-conjugated anti-CD70 antibody (Invitrogen, Carlsbad, CA, USA), PE-conjugated anti-OX40L antibody (Biolegend, San Diego, CA, USA), and APC-conjugated anti-4-1BBL antibody (Biolegend) or the isotype control (mouse IgG1κ, eBioscience) and subjected to flow cytometry using a FACS Canto (BD Biosciences, Franklin Lakes, NJ, USA).

### 4.6. Western Blot

Total cellular protein was extracted using RIPA lysis buffer supplemented with phosphatase and protease inhibitor cocktail and EDTA (Sigma-Aldrich, St. Louis, MO, USA). The protein samples (20–40 µg each) were subjected to SDS-PAGE and transferred to a PVDF membrane (Millipore, Bedford, MA, USA). Immunoblotting was performed using antibodies against MET (#4250S, Cell Signaling Technology, Danvers, MA, USA; diluted at 1:1000 in 5% skim milk), phospho-MET (p-MET) (Tyr1234/1235) (#3126S, Cell Signaling Technology, Danvers, MA, USA; 1:500 in 5% bovine serum albumin), PD-L1 (#1368S, clone E1L3N, Cell Signaling Technology, Danvers, MA, USA; 1:1000 in 5% skim milk), PD-L2 (#MAB1224-100, clone 176611, R&D systems, Minneapolis, MN, USA; 1:500 in 5% skim milk), or β-actin (#sc-47778, Santa Cruz Biotechnology, Santa Cruz, CA, USA; 1:5000 in 5% skim milk). The bound antibody was visualized using a chemiluminescence kit (Amersham Pharmacia Biotech, Uppsala, Sweden).

### 4.7. Co-Culture of Human Peripheral Blood Mononuclear Cells (Pbmcs) and Tumor Cells

Human PBMCs obtained from the heparinized peripheral blood of healthy volunteers were isolated using Ficoll-Paque Plus (GE Healthcare, Uppsala, Sweden) density gradient separation. The cells were activated for 8 h with 50 ng phorbol 12-myristate 13-acetate (PMA)/mL and 1 µg ionomycin/mL. Surface expression of PD-1 on T cells was determined by flow cytometry using PE-conjugated anti-human PD-1 (CD279) antibody (eBioscience, San Diego, CA, USA). Hs746T tumor cells were seeded in 6-well plates and cultured in RPMI-1640 medium before their co-culture with activated PBMCs. Alternatively, Hs746T cells were pretreated for 24 h with crizotinib or anti-PD-L1 blocking antibody. PBMCs and Hs746T cells were co-cultured at a ratio of 2:1 and for 16 h, after which the PMBCs and culture medium were harvested for qRT-PCR and ELISA for IFNγ, respectively. This study was performed in accordance with the World Medical Association Declaration of Helsinki and was approved by the Institutional Review Board (IRB) of Seoul National University Hospital (SNUH) (H-1408-007-598).

### 4.8. Enzyme-Linked Immunosorbent Assay (ELISA) for IFNγ

IFNγ levels were measured in the cell-free supernatants from the co-culture system using a human IFNγ ELISA kit (R&D systems, Minneapolis, MN, USA, #DY285-05) according to the manufacturer’s protocol.

### 4.9. Immunohistochemistry (IHC)

Tissue microarrays (2-mm-diameter cores) were constructed from the formalin-fixed paraffin-embedded tumor tissues of 789 patients with NSCLC who underwent surgical resection of the tumor and were then followed-up at SNUH. IHC was performed using rabbit anti-PD-L1 (clone E1L3N) and anti-MET (clone SP44, Ventana Medical Systems, Tucson, AZ, USA), and mouse anti-PD-L2 (clone 176611, R&D systems, Minneapolis, MN, USA) antibodies together with the Ventana Benchmark XT autostainer. MET IHC was scored by the criteria used in the clinical trials of a MET inhibitor as follows: Zero (0), absence of staining or any staining in <50% of the tumor cells; 1, weak to moderate intensity staining in ≥50% of the tumor cells; 2, moderate to strong intensity staining in ≥50% of the tumor cells; 3, strong intensity staining in ≥50% of the tumor cells. PD-L1 IHC was evaluated based on the intensity and proportion of membranous and/or cytoplasmic staining in tumor cells, and scored as follows: Zero (0), negative; 1, weak or moderate in <10% of tumor cells; 2, moderate in ≥10% of tumor cells; 3, strong in ≥10% of tumor cells. The clinicopathological features of the patients are summarized in Supplementary Table S2. Pathologic tumor-node-metastasis (TNM) staging was based on the 7th American Joint Committee on Cancer. *EGFR* and *KRAS* mutations were examined using direct sequencing or peptide nucleic acid-clamping PCR. *ALK* translocation and *MET* gene copy number were evaluated using fluorescence in situ hybridization (FISH) as previously reported [17]. This study was performed in accordance with the World Medical Association Declaration of Helsinki and was approved by the IRB of SNUH (H-1404-100-572). Informed consent for participation was waived by the IRB of SNUH given the retrospective design of the study and the use of archived material.

### 4.10. Cancer Cell Line Encyclopedia (CCLE) and the Cancer Genome Atlas (TCGA) Data Analyses

The relationship between MET and PD-L1 expression in human cancer cell lines was explored in a CCLE analysis (https://portals.broadinstitute.org/ccle). Level 3 data of the TCGA, downloaded from the UCSC Cancer Browser (https://genome-cancer.ucsc.edu) on 3 June 2015, were used. TCGA data included clinical information and mRNA expression data obtained by RNAseq (Illumina HiSeq V2 platform, San Diego, CA, USA). Samples of 14 cancer types (*n* = 5470) were included in our analysis of the association between MET and PD-L1. Data from 1015 patients with NSCLC were analyzed to explore the expression pattern of immune-related molecules according to the expression status of PD-L1 and MET.

### 4.11. Statistical Analysis

All statistical analyses were performed using SPSS software (version 21; IBM Corp., New York, NY, USA). For patient sample data and in vitro studies, the expression levels of several continuous variables, including MET and PD-L1, were compared using Student *t*-tests. For CCLE and TCGA data, the statistical significance was calculated using Spearman’s correlation or Pearson’s correlation analyses. The mRNA levels of T-cell effector response-related genes according to *CD274* and MET status were compared using Kruskal–Wallis tests and one-way ANOVA. Statistical significance in the difference of categorical values was analyzed using Pearson’s chi-squared tests. Two-sided *p* values <0.05 were considered statistically significant.

## Figures and Tables

**Figure 1:**
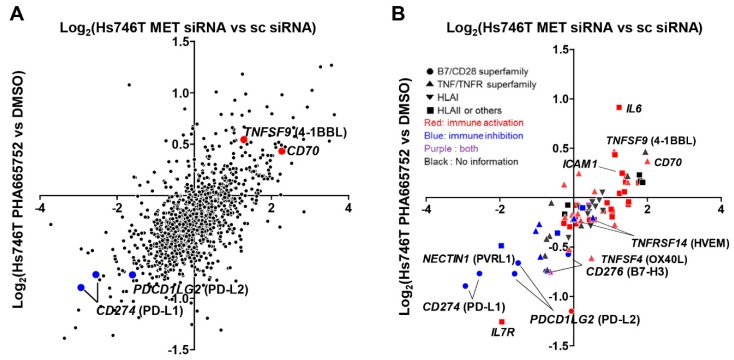
Changes in the immune-response-related gene expression of Hs746T cells after MET inhibition and knockdown. The changes in all immune-response-related genes (**A**) and in co-inhibitory and co-stimulatory molecules as well as HLA molecules (**B**) were plotted for cells treated with the MET inhibitor PHA665752 or transfected with MET siRNA (sc siRNA, scrambled siRNA).

**Figure 2:**
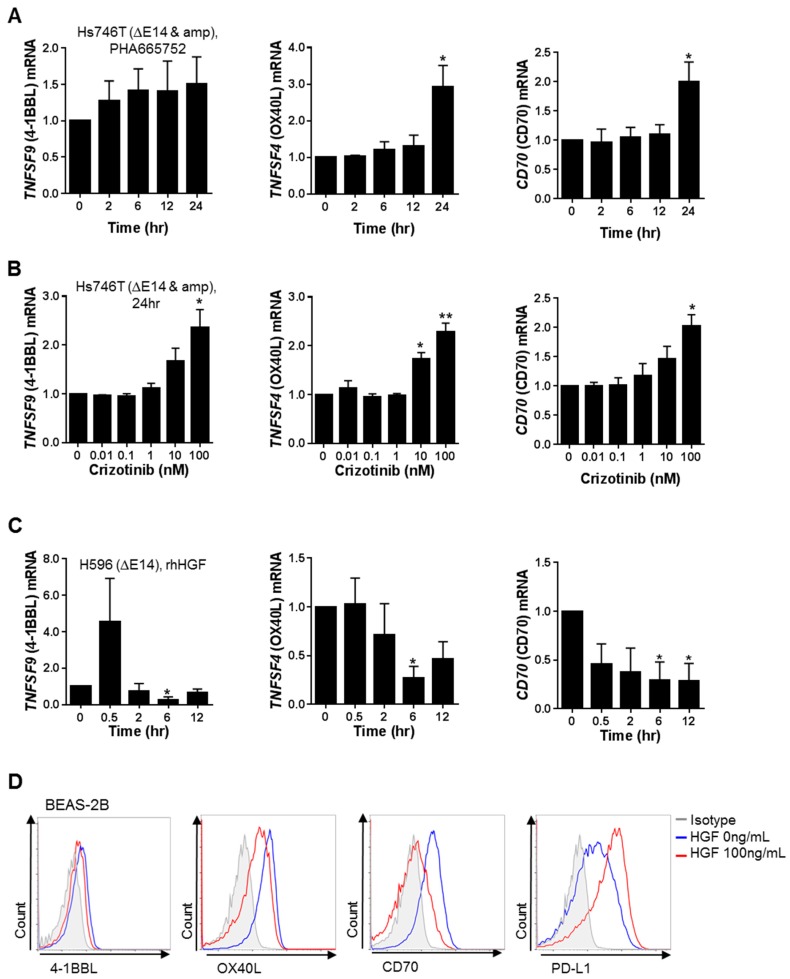
Changes in the expression of co-stimulatory molecules by MET signaling in human cancer cells and non-neoplastic bronchial epithelial cells. (**A**) Hs746T cells were treated with 400 nM of the MET inhibitor PHA665752 for the indicated times, after which the changes in *TNFSF9* (4-1BBL, 4-1BB ligand), *TNFSF4* (OX40L, OX40 ligand), and *CD70* mRNA expression were determined by qRT-PCR. (**B**) Hs746T cells were treated with the MET inhibitor crizotinib at the indicated concentrations for 24 h and the changes in *TNFSF9* (4-1BBL), *TNFSF4* (OX40L), and *CD70* mRNA expression were then determined by qRT-PCR. (**C**) H596 cells maintained in serum-free medium overnight were treated with 100 ng rhHGF/mL for the indicated times, after which the changes in *TNFSF9* (4-1BB ligand), *TNFSF4* (OX40 ligand), and *CD70* mRNA expression were determined by qRT-PCR. (**D**) BEAS-2B cells were incubated in serum-free medium for 6 h and then treated with rhHGF for 12 h. The surface expression of 4-1BBL, OX40L, CD70 and PD-L1 was analyzed by flow cytometry. Relative mRNA levels are presented as the fold-change compared to the control (2^−∆∆*C*t^). Data represent the mean ± SEM of at least three independent experiments. All *p* values were calculated using unpaired Student’s *t*-tests. * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
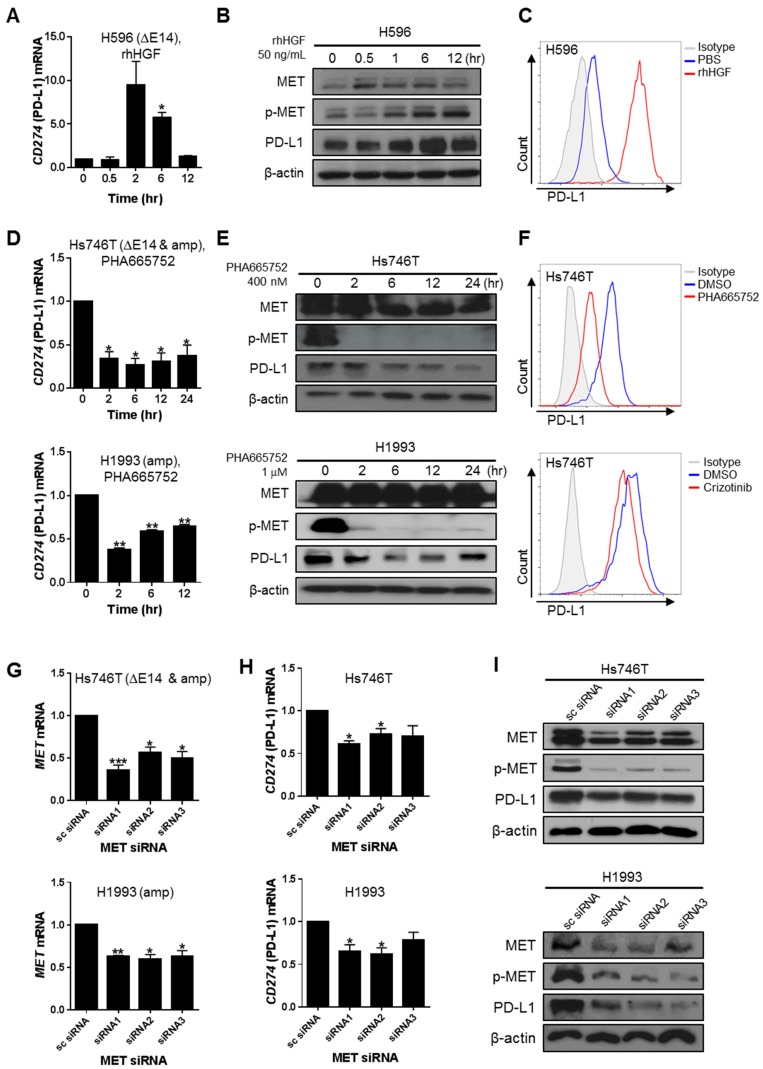
Changes in the expression of the co-inhibitory molecule PD-L1 by MET signaling activation in human cancer cells. (**A**,**B**) H596 cells were maintained in serum-free medium overnight and then treated with 50 ng rhHGF/mL for the indicated times. (**A**) Changes in *CD274* (PD-L1) mRNA levels were determined by qRT-PCR and are expressed as the fold-change compared to the control. (**B**) Changes in total MET, p-MET, and PD-L1 protein expression were analyzed by western blot. (**C**) The surface expression of PD-L1 was examined by flow cytometry in H596 cells treated for 24 h with 100 ng rhHGF/mL. (**D**,**E**) Changes in PD-L1 expression in Hs746T and H1993 cells treated for the indicated times with 400 nM and 1 µM PHA665752, respectively, were determined by qRT-PCR (**D**) and western blot for MET, p-MET, PD-L1, and β-actin (20 µg loading protein for Hs746T cells and 40 µg for H1993 cells) (**E**). (**F**) The surface expression of PD-L1 in Hs746T cells treated with 400 nM PHA665752 for 6 h or with 10 nM crizotinib for 24 h was analyzed by flow cytometry. (**G**–**I**) Hs746T and H1993 cells transfected with 100 nM MET-specific siRNA for 48 h were examined by qRT-PCR to determine changes in MET and *CD274* (PD-L1) mRNA expression (**G**,**H**) and by western blot to evaluate MET, p-MET, PD-L1 and β-actin expression (20 µg loading protein for Hs746T cells and 40 µg for H1993 cells) (**I**). Relative mRNA levels are presented as the fold-change compared to the control. Data represent the mean ± SEM or are representative of three independent experiments. Statistical significance was determined by unpaired Student’s *t*-tests. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
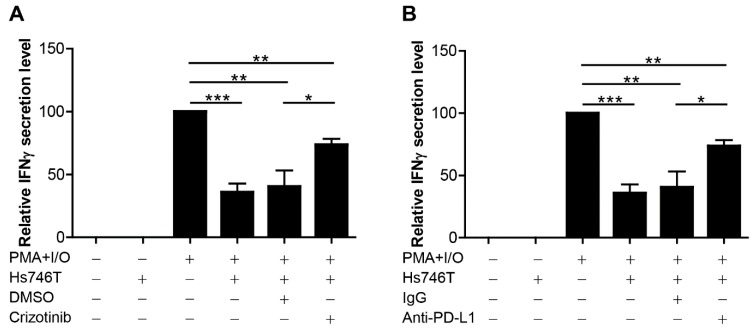
Co-culture of peripheral blood mononuclear cells (PBMCs) and PD-L1-expressing Hs746T cells. PBMCs were stimulated with 50 ng PMA/mL and 1 µg ionomycin/mL for 8 h. Hs746T cells were pre-treated or not with 10 nM crizotinib for 24 h (**A**) or with 40 µg anti-PD-L1 blocking antibody/mL for 12 h (**B**) and then co-cultured with the stimulated PBMCs for an additional 16 h. IFNγ production was determined by ELISA (enzyme-linked immunosorbent assay). Relative levels are presented as the fold-change compared to the control. Data are presented as the mean ± SEM of at least three independent experiments. All *p* values were calculated using unpaired Student’s *t*-tests. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 5:**
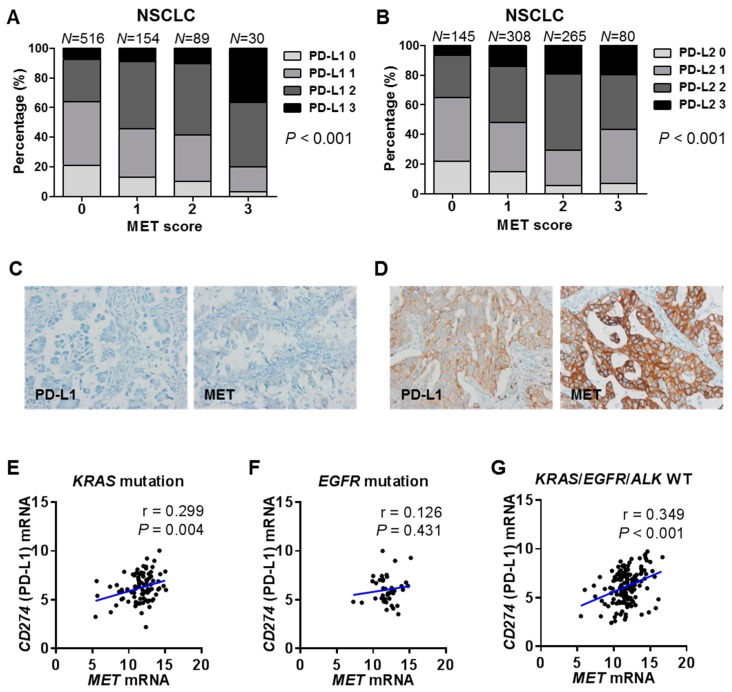
MET expression positively correlates with PD-L1 expression in human lung cancer tissues. (**A**,**B**) Comparative immunohistochemistry (IHC) analysis of MET and PD-L1 and PD-L2 expression in NSCLC tissues. (**C**,**D**) Representative IHC images for PD-L1 and MET in a patient with lung cancer lacking PD-L1 and MET expression (**C**) and in a patient with lung cancer characterized by both PD-L1 and MET expression (**D**) (original magnification, ×400). (**E**–**G**) The correlation between *CD274* (PD-L1) and *MET* mRNA levels was analyzed in lung adenocarcinoma carrying a *KRAS* mutation (*n* = 93), *EGFR* mutation (*n* = 41), and no *KRAS* mutation/*EGFR* mutation/*ALK* translocation (*n* = 152). The lung adenocarcinoma data were obtained from the TCGA and analyzed using a Pearson correlation analysis.

**Figure 6:**
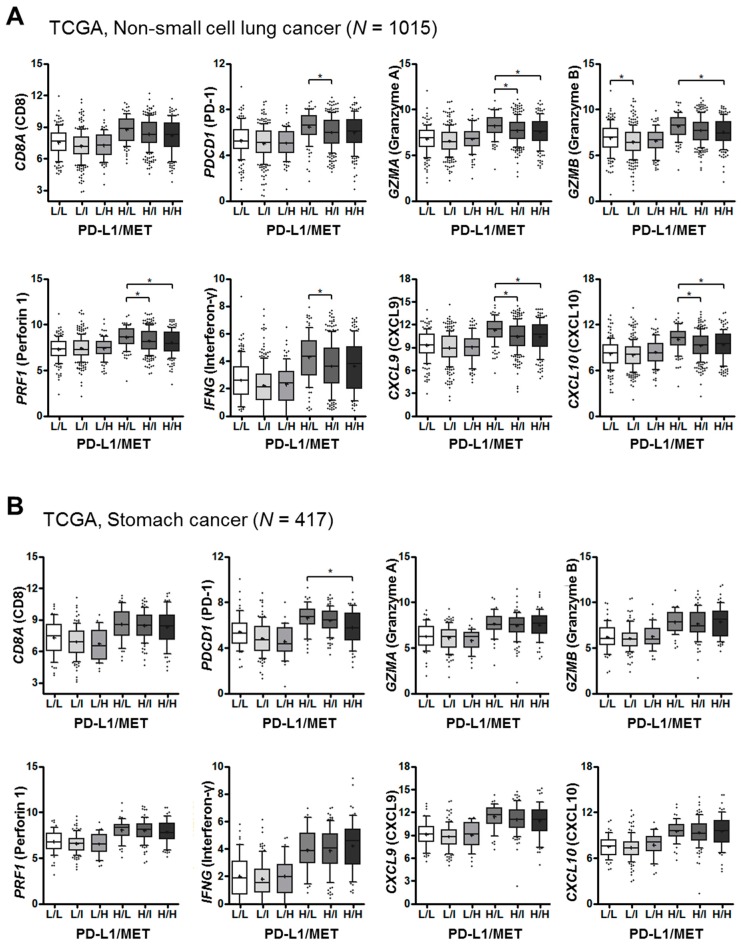
Expression of immune-related genes as function of PD-L1/MET expression in human cancer tissues (TCGA data analysis). The expression levels of T-cell effector molecules, including *CD8A, PDCD1* (PD-1), *GZMA* (granzyme A), *GZMB* (granzyme B), *PRF1* (perforin 1), *IFNG* (interferon-γ), *CXCL9*, and *CXCL10*, were comparatively analyzed according to the *CD274* (PD-L1) and *MET* expression status of the non-small cell lung (*n* = 1015) and gastric (*n* = 417) cancers listed in the TCGA dataset. The cancers were dichotomized into *CD274* (PD-L1) low and high groups, based on the median value, and trichotomized into *MET* low (<25th percentile), intermediate (25th–75th percentile), and high (>75th percentile) groups. The mRNA levels of T-cell effector molecules were compared by Kruskal–Wallis test and one-way ANOVA. The whiskers ranged from the 10th and to the 90th percentile. The middle line of the box is plotted at the median and “+” denotes the mean. Points below and above the whiskers are drawn as individual points. (Abbreviations: L, low; I, intermediate; H, high.). * *p* < 0.05.

**Table 1:** Correlations between MET and PD-1 ligand expression in human cancer tissues (TCGA data analysis).

Tumor Type (*n*)	MET	PD-L1	r *^,1^	*p* ^1^	PD-L2	r *^,2^	*p* ^2^
	Mean (Median)	Mean (Median)			Mean (Median)		
HNSCC (*n* = 519)	11.05 (11.12)	6.36 (6.35)	0.11	0.012	6.65 (6.63)	0.174	0.000
NSCLC (*n* = 1015)	11.40 (11.45)	6.24 (6.07)	0.219 †	0.000	6.50 (6.54)	0.181	0.000
Lung ADC (*n* = 513)	11.66 (11.84)	6.05 (5.98)	0.401	0.000	6.46 (6.50)	0.266	0.000
Lung SqCC (*n* = 502)	11.13 (11.24)	6.43 (6.22)	0.144	0.001	6.53 (6.57)	0.085	0.058
Eso cancer (*n* = 184)	11.53 (11.47)	5.43 (5.35)	0.02	0.792	5.46 (5.41)	−0.046	0.535
Stomach cancer (*n* = 415)	11.31 (11.25)	5.35 (5.30)	0.137	0.005	5.84 (6.00)	0.015	0.754
Colon ADC (*n* = 380)	11.77 (11.74)	4.28 (4.14)	−0.098	0.056	4.44 (4.56)	−0.169	0.001
HCC (*n* = 371)	11.57 (11.62)	3.22 (3.20)	−0.085	0.102	4.37 (4.28)	−0.107	0.039
Breast cancer (*n* = 1095)	8.31 (8.43)	4.43 (4.38)	0.238	0.000	5.96 (6.07)	0.383	0.000
Kidney RCC (*n* = 534)	12.60 (12.59)	5.35 (5.38)	0.19	0.000	6.40 (6.45)	0.108	0.013
Bladder cancer (*n* = 407)	10.56 (10.59)	4.69 (4.32)	0.385	0.000	4.96 (4.99)	0.355	0.000
GBM (*n* = 157)	7.43 (7.40)	4.88 (4.88)	0.226	0.004	6.63 (6.81)	0.237	0.003
DLBCL (*n* = 48)	7.03 (6.83)	6.30 (6.05)	0.12	0.415	8.25 (8.19)	−0.045	0.762
Mesothelioma (*n* = 87)	11.70 (12.13)	4.76 (4.39)	0.022	0.842	6.70 (6.55)	−0.079	0.468
Sarcoma (*n* = 258)	8.47 (8.23)	4.11 (4.06)	0.124	0.047	7.06 (7.29)	0.122	0.05

Abbreviations: ADC, adenocarcinoma; DLBCL, diffuse large B-cell lymphoma; Eso, esophageal; GBM, glioblastoma; HCC, hepatocellular carcinoma; HNSCC, head and neck squamous cell carcinoma; NSCLC, non-small cell lung cancer; RCC, renal cell carcinoma; SqCC, squamous cell carcinoma. ^1^, correlations between MET and PD-L1; ^2^, correlations between MET and PD-L2; *, Pearson’s r. †, Spearman’s rho.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/17/4287/s1.

## Abbreviations

CCLE	Cancer Cell Line Encyclopedia
IFNγ	interferon-γ
IHC	immunohistochemistry
NSCLC	non-small cell lung cancer
PBMC	peripheral blood mononuclear cells
PD-1	programmed cell death-1
PD-L1	programmed cell death-1-ligand 1
PD-L2	programmed cell death-1-ligand 2
PMA	phorbol 12-myristate 13-acetate
qRT-PCR	quantitative reverse transcriptase–polymerase chain reaction
rhHGF	recombinant human hepatocyte growth factor
TCGA	The Cancer Genome Atlas
TKI	tyrosine kinase inhibitor

## References

[1] Gherardi E., Birchmeier W., Birchmeier C., Vande Woude G. (2012). Targeting MET in cancer: Rationale and progress. Nat. Rev. Cancer.

[2] Gelsomino F., Facchinetti F., Haspinger E.R., Garassino M.C., Trusolino L., De Braud F., Tiseo M. (2014). Targeting the MET gene for the treatment of non-small-cell lung cancer. Crit. Rev. Oncol. Hematol..

[3] Westover D., Zugazagoitia J., Cho B.C., Lovly C.M., Paz-Ares L. (2018). Mechanisms of acquired resistance to first- and second-generation EGFR tyrosine kinase inhibitors. Ann. Oncol..

[4] Reis H., Metzenmacher M., Goetz M., Savvidou N., Darwiche K., Aigner C., Herold T., Eberhardt W.E., Skiba C., Hense J. (2018). MET Expression in Advanced Non-Small-Cell Lung Cancer: Effect on Clinical Outcomes of Chemotherapy, Targeted Therapy, and Immunotherapy. Clin. Lung Cancer.

[5] Schildhaus H.U., Schultheis A.M., Ruschoff J., Binot E., Merkelbach-Bruse S., Fassunke J., Schulte W., Ko Y.D., Schlesinger A., Bos M. (2015). MET amplification status in therapy-naive adeno- and squamous cell carcinomas of the lung. Clin. Cancer Res..

[6] Kong-Beltran M., Seshagiri S., Zha J., Zhu W., Bhawe K., Mendoza N., Holcomb T., Pujara K., Stinson J., Fu L. (2006). Somatic mutations lead to an oncogenic deletion of met in lung cancer. Cancer Res..

[7] Onozato R., Kosaka T., Kuwano H., Sekido Y., Yatabe Y., Mitsudomi T. (2009). Activation of MET by gene amplification or by splice mutations deleting the juxtamembrane domain in primary resected lung cancers. J. Thorac. Oncol. Off. Publ. Int. Assoc. Study Lung Cancer.

[8] Awad M.M., Oxnard G.R., Jackman D.M., Savukoski D.O., Hall D., Shivdasani P., Heng J.C., Dahlberg S.E., Janne P.A., Verma S. (2016). MET Exon 14 Mutations in Non-Small-Cell Lung Cancer Are Associated With Advanced Age and Stage-Dependent MET Genomic Amplification and c-Met Overexpression. J. Clin. Oncol..

[9] Liu X., Jia Y., Stoopler M.B., Shen Y., Cheng H., Chen J., Mansukhani M., Koul S., Halmos B., Borczuk A.C. (2016). Next-Generation Sequencing of Pulmonary Sarcomatoid Carcinoma Reveals High Frequency of Actionable MET Gene Mutations. J. Clin. Oncol..

[10] Kwon D., Koh J., Kim S., Go H., Kim Y.A., Keam B., Kim T.M., Kim D.W., Jeon Y.K., Chung D.H. (2017). MET exon 14 skipping mutation in triple-negative pulmonary adenocarcinomas and pleomorphic carcinomas: An analysis of intratumoral MET status heterogeneity and clinicopathological characteristics. Lung Cancer.

[11] Tong J.H., Yeung S.F., Chan A.W., Chung L.Y., Chau S.L., Lung R.W., Tong C.Y., Chow C., Tin E.K., Yu Y.H. (2016). MET amplification and exon 14 splice site mutation define unique molecular subgroups of Non-small Cell Lung Carcinoma with poor prognosis. Clin. Cancer Res..

[12] Pardoll D.M. (2012). The blockade of immune checkpoints in cancer immunotherapy. Nat. Rev. Cancer.

[13] Zou W., Wolchok J.D., Chen L. (2016). PD-L1 (B7-H1) and PD-1 pathway blockade for cancer therapy: Mechanisms, response biomarkers, and combinations. Sci. Transl. Med..

[14] Darvin P., Toor S.M., Sasidharan Nair V., Elkord E. (2018). Immune checkpoint inhibitors: Recent progress and potential biomarkers. Exp. Mol. Med..

[15] Prelaj A., Tay R., Ferrara R., Chaput N., Besse B., Califano R. (2019). Predictive biomarkers of response for immune checkpoint inhibitors in non-small-cell lung cancer. Eur. J. Cancer.

[16] Fumet J.D., Richard C., Ledys F., Klopfenstein Q., Joubert P., Routy B., Truntzer C., Gagne A., Hamel M.A., Guimaraes C.F. (2018). Prognostic and predictive role of CD8 and PD-L1 determination in lung tumor tissue of patients under anti-PD-1 therapy. Br. J. Cancer.

[17] Koh J., Go H., Keam B., Kim M.Y., Nam S.J., Kim T.M., Lee S.H., Min H.S., Kim Y.T., Kim D.W. (2015). Clinicopathologic analysis of programmed cell death-1 and programmed cell death-ligand 1 and 2 expressions in pulmonary adenocarcinoma: Comparison with histology and driver oncogenic alteration status. Mod. Pathol..

[18] Kim M.Y., Koh J., Kim S., Go H., Jeon Y.K., Chung D.H. (2015). Clinicopathological analysis of PD-L1 and PD-L2 expression in pulmonary squamous cell carcinoma: Comparison with tumor-infiltrating T cells and the status of oncogenic drivers. Lung Cancer.

[19] Maroun C.R., Rowlands T. (2014). The Met receptor tyrosine kinase: A key player in oncogenesis and drug resistance. Pharmacol. Ther..

[20] Saigi M., Alburquerque-Bejar J.J., Mc L.-F.A., Pereira C., Pros E., Romero O.A., Baixeras N., Esteve-Codina A., Nadal E., Brambilla E. (2018). MET-oncogenic and JAK2-inactivating alterations are independent factors that affect regulation of PD-L1 expression in lung cancer. Clin. Cancer Res..

[21] Shin S.J., Jeon Y.K., Kim P.J., Cho Y.M., Koh J., Chung D.H., Go H. (2016). Clinicopathologic Analysis of PD-L1 and PD-L2 Expression in Renal Cell Carcinoma: Association with Oncogenic Proteins Status. Ann. Surg. Oncol..

[22] Xing X., Guo J., Wen X., Ding G., Li B., Dong B., Feng Q., Li S., Zhang J., Cheng X. (2018). Analysis of PD1, PDL1, PDL2 expression and T cells infiltration in 1014 gastric cancer patients. Oncoimmunology.

[23] Han J.J., Kim D.W., Koh J., Keam B., Kim T.M., Jeon Y.K., Lee S.H., Chung D.H., Heo D.S. (2016). Change in PD-L1 Expression After Acquiring Resistance to Gefitinib in EGFR-Mutant Non-Small-Cell Lung Cancer. Clin. Lung Cancer.

[24] Demuth C., Andersen M.N., Jakobsen K.R., Madsen A.T., Sorensen B.S. (2017). Increased PD-L1 expression in erlotinib-resistant NSCLC cells with MET gene amplification is reversed upon MET-TKI treatment. Oncotarget.

[25] Martin V., Chiriaco C., Modica C., Acquadro A., Cortese M., Galimi F., Perera T., Gammaitoni L., Aglietta M., Comoglio P.M. (2019). Met inhibition revokes IFNgamma-induction of PD-1 ligands in MET-amplified tumours. Br. J. Cancer.

[26] Li H., Li C.W., Li X., Ding Q., Guo L., Liu S., Liu C., Lai C.C., Hsu J.M., Dong Q. (2019). MET Inhibitors Promote Liver Tumor Evasion of the Immune Response by Stabilizing PDL1. Gastroenterology.

[27] Topalian S.L., Drake C.G., Pardoll D.M. (2015). Immune checkpoint blockade: A common denominator approach to cancer therapy. Cancer Cell.

[28] Akbay E.A., Koyama S., Carretero J., Altabef A., Tchaicha J.H., Christensen C.L., Mikse O.R., Cherniack A.D., Beauchamp E.M., Pugh T.J. (2013). Activation of the PD-1 pathway contributes to immune escape in EGFR-driven lung tumors. Cancer Discov..

[29] Koh J., Jang J.Y., Keam B., Kim S., Kim M.Y., Go H., Kim T.M., Kim D.W., Kim C.W., Jeon Y.K. (2016). EML4-ALK enhances programmed cell death-ligand 1 expression in pulmonary adenocarcinoma via hypoxia-inducible factor (HIF)-1alpha and STAT3. Oncoimmunology.

How the deposited data were processed for this re-analysis (not part of the article)

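Hs746T gastric carcinoma cells, an established cell line, were profiled on 4 single-colour Agilent human V2 expression arrays, 1 per condition, for DMSO, PHA665752, sc siRNA and MET siRNA, the siRNA arrays 48 h after transfection. All arrays lie on a single slide. The dose and time of PHA665752 for the array are not named in the paper's text, which gives them for other assays.

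The authors deposited the scanner output of Feature Extraction (version 11.5.1.1 in the file headers), in which the processed signal is the linear intensity of each spot after background subtraction and spatial detrending, without normalization between arrays. The series matrix holds the same processed signal for each of the 33128 probes spotted once, within a tolerance of 0.06; how it combines the spots of the 999 probes spotted 10 times was not settled, and it was used only as an alternative.

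Each array held 43118 spots other than controls, for 34127 probes. Spots marked as feature or background outliers were left out, 1.92% with DMSO, 2.21% with PHA665752, 1.69% with sc siRNA and 5.58% with MET siRNA. No spot carried the saturation mark. Spots of a probe were averaged on the log2 scale, and the 75th percentile of the array was subtracted, which corresponded to signals of 990.1, 853, 831 and 858 in the same order. A probe counted as well above background when at least as many of its spots carried Feature Extraction's mark for this as did not. A probe well above background on only 1 array of a pair gave a bound, unless the bound pointed lower on that array. Such a probe gave no ratio, nor did a probe well above background on neither array or without a value on an array. Probes without a ratio stayed in the denominator of the shares, 24156 and 23659 probes being well above background on at least 1 array of the inhibitor and siRNA pairs.

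Probes were named through their RefSeq accessions from a table of GRCh38.p14, which was used for names only, since the array was annotated on another build; no coordinates are given. Of the probes, 25771 (75.5%) received a symbol, for 18755 genes. The probe with the highest mean normalized signal over the arrays stood for its gene, provided it had a value on each array, and the same probe was kept in every alternative.

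PHA665752 was compared with DMSO, MET siRNA with sc siRNA and, as a yardstick, sc siRNA with DMSO. This yardstick includes the difference in transfection between the controls. With a single array per condition no test, p-value or SD between replicates could be had, and no paired analysis was possible. The probes spotted 10 times gave the noise between spots of an array, from probes with at least 5 usable spots (755 to 781 probes per array). This noise, 0.0779 for a log2 ratio, does not cover differences between cultures. Medians and correlations of gene lists were set against 10000 random lists of the same size matched on signal in 10 bins (seed 7), as a description only.

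There were 19 hand-written gene lists: co-inhibitory molecules, co-stimulatory molecules, the B7/CD28 and nectin family, the TNF/TNFR superfamily, the HLA family, immune symbol families, cell cycle, DNA repair, apoptosis, angiogenesis, cell migration, cell proliferation, extracellular matrix, inflammatory response, MAPK output genes, interferon response, ATF4 response, sterol synthesis and reference genes. Genes named in the text were those that the paper names for the array or labels in Figure 1, members of the co-inhibitory and co-stimulatory lists with both ratios past 2-fold in one direction, and, among named probes well above background on every array, the 5 largest rises, the 5 largest falls and the 3 largest opposite changes by the smaller ratio. PVR and VSIR fall outside this rule and were chosen after their values were seen.

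The alternatives to the main processing were the 50th percentile, quantile normalization, normexp background correction with an offset of 50, plain background subtraction, a floor of 5 before median scaling, only probes well above background on both arrays, no filter on dim probes, and the series matrix values. Normexp was run on the median spot signal, because the scanner output has no mean signal. Shares were also taken over genes and over probes well above background on at least 1 array, list medians and correlations also from the median over the probes of a gene, and the correlation also as Spearman's rho. A further 2 alternatives were chosen after seeing the data, namely ignoring the background outlier marks and the scaling found behind the folds of the supplementary gene list by a search over 2304 ways, of which 2 matched. Also settled after values were seen were the rule of marks for a probe with several spots, the requirement of a value on each array, the keeping of a gene's probe across alternatives, the yardsticks for calling a value moved, the tolerances for values read from figures and the choice of patterns weighed in the closing section.

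The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. The ratio and bound rules were tested on simulated data, in which 200 of 200 changed probes came back past 2-fold and 0 unchanged probes did. The changes put in lay well past 2-fold, in probes well above background, with noise of the size of spot noise. Recovery was therefore near certain, which checks the code and says nothing on differences between cultures. The supplementary gene list was held only in part, so the study's own immune gene list and Gene Ontology categories were not used here. The PCR, western blot, flow cytometry, tissue and public cohort results of the paper were not analysed here.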

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

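Of the tests in this part, these were chosen only after the result was seen: the test of dim probes for the difference between the controls; the tests of scaling, of a wrong label and of dim probes for the interferon list; and the tests of scaling for the cell cycle and DNA repair lists and for TNFSF4. The patterns themselves were also picked after their values were seen.

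The paper does not compare its control arrays. At 2.90% of the probes sc siRNA differed from DMSO by more than 2-fold, a larger share than MET siRNA changed. Noise of dim probes is argued against as the whole cause, because among the 15954 probes with a mean signal above the median probe's the share was 2.17% between the controls and 0.702% with MET siRNA. Independent noise of single arrays is argued against as well, since PHA665752 over MET siRNA, which shares no array with the controls, had a Pearson r of 0.27 across genes with DMSO over sc siRNA. The controls differ by design in transfection, and a response to it stays open. A part of the difference is consistent with an interferon response, given the list median of 3.55. Without the list's genes the share was 2.82%, still above that of MET siRNA, but so few genes can move it little, so how much of the share such a response makes up was not determined.

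The interferon response list, on which the paper does not report for these arrays, had a median log2 ratio of 3.55 in sc siRNA over DMSO, and 23 of its 24 genes with a ratio rose past 2-fold. Among the 100 largest rises between the controls, 23 were genes of this list. The tables argue against scaling of the arrays, since the lowest median over the alternatives was 3.35. They also argue against noise or a wrong label of a single array, since MET siRNA over PHA665752 gave 3.46 for 24 genes, above every matched random list. Noise of dim probes is argued against by the median of 3.46 over the 22 members well above background on each array. An interferon response to the transfection may explain the pattern, as a hypothesis from these same data. A difference between untreated cultures of another kind was not tested. With each treatment the list rose less, at 0.54 with PHA665752 and 0.40 with MET siRNA, and it stayed above 0 under every alternative.

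The cell cycle and DNA repair lists fell with PHA665752 and not with MET siRNA, where their medians were 0.076 and 0.098. The signs of these siRNA medians turned in the supplementary-fold scaling, which shifts the log2 ratios of that pair by -0.24. The difference between the treatments itself was not tested, as there are no replicates. Scaling is argued against, since the smallest gap between the siRNA and the PHA665752 medians over both lists and each way of processing was 1.79. A weaker effect of MET siRNA on genes of all kinds is argued against as the whole cause. Among random lists whose genes had like PHA665752 ratios, the siRNA median of the cell cycle list lay at percentile 99.96, with central random medians from -0.43 to -0.016. That of the DNA repair list lay at percentile 99.97, with random medians from -0.41 to -0.0053. The inhibitor's effects beyond MET, a stronger loss of MET signaling and any difference in treatment time stay open, untested. Between the controls both lists were also lower, at -0.50 and -0.41, so slower growth of the sc siRNA culture could hide a fall against it, which was not tested.

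TNFSF4 rose with PHA665752 and fell with MET siRNA, with a log2 ratio of -0.40 in the latter; the difference between the treatments was not tested. Scaling of the arrays is argued against, as the highest siRNA ratio over the ways of processing was -0.23 and the lowest PHA665752 ratio 0.36. Differences between cultures that MET suppression does not explain stay open for the siRNA value. Of the 200 probes nearest in signal, 31.5% differed as much between the controls. The controls differ in transfection too, unlike the arrays of the siRNA pair. That share can therefore overstate the differences between cultures, and it does not decide the question. An opposite response to inhibitor and siRNA was not tested apart from such differences.

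RPS6KA2, GSTM2 and PRMT7 changed in opposite directions with the treatments. Their log2 ratios were -1.59, 1.55 and -1.48 with PHA665752 and 1.32, -1.32 and 1.303 with MET siRNA, and the difference between the treatments was not tested. Between the controls they differed by -0.89, 1.61 and -0.85. Noise of dim probes stays open. Their signals lay at percentiles 16.0, 11.3 and 18.1 of the named probes well above background on each array. A low percentile does not measure noise, so it decides nothing. These genes were also picked as the largest opposite changes. No biological explanation was tested.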

How the results depend on the processing

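The processing, the gene lists, the rule for named genes and the alternatives were chosen before the data were examined, except for the supplementary-fold scaling and the ignoring of background outlier marks, which were tests chosen after the result was seen, and for the details named with the processing. Without replicates, a list median counts as moved when it changed by more than the SD of its random lists, a log2 ratio by more than the spot noise, and a share or rank when one value was over 1.5 times the other. A list median is called reversed when it lay outside the central 95% of its random lists and changed sign. No value has a test.

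Among the named genes, the signs of CD274, PDCD1LG2, NECTIN1, CD276, MET, TNFSF9, CD70, ICAM1, TNFSF4, IL6 and IL7R held with both treatments under each alternative. The siRNA sign of TNFRSF14 did not, running from -0.22 to 0.087. The brighter CD274 probe ran from -3.08 to -2.73 with PHA665752 and from -0.89 to -0.56 with MET siRNA. Of the log2 ratios of named genes, 547 values under alternatives stayed within the yardstick, 290 moved and 1 reversed. Of the list medians 495 stayed, 122 moved and 10 reversed. Of the moved ones, 43 are medians of lists other than interferon between the controls, 40 lower and 3 higher than with the main processing and none reversed, which are not listed below. Of the ranks 105 stayed and 15 moved, and the shares of genes with the same direction stayed. The order of the shares of probes, PHA665752 above the controls and the controls above MET siRNA, held under each alternative except the supplementary-fold scaling. The gap between the controls and MET siRNA nearly closed with the series matrix values, at 2.97% and 2.81%. It also nearly closed with background outlier marks ignored, at 2.96% and 2.80%.

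The signal over background limits the dim genes. Under normexp, which adds an offset and draws small signals together, PHA665752 ratios past 2-fold fell short of it for ICAM1 (0.81), IL6 (0.62) and PDCD1LG2 (-0.78). CD276 probe A_33_P3222917 has a value only where background outlier marks are not used, and TNFSF15 has no ratio when probes must be well above background on both arrays.

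With the 50th percentile in place of the 75th, the MET log2 ratio was -1.17 with PHA665752. The list medians that moved were, with PHA665752, -0.28 for co-inhibitory, -0.14 for co-stimulatory, -0.41 for B7/CD28, 0.045 for TNF/TNFR, 0.70 for HLA, -0.020 for immune families (reversed), -2.22 for cell cycle, -2.28 for DNA repair, -0.33 for apoptosis, -0.44 for angiogenesis, -0.48 for migration, -0.32 for proliferation, 0.49 for matrix, -0.54 for inflammatory, -2.06 for MAPK output, 0.30 for interferon, -0.20 for ATF4, 0.35 for sterol, -0.36 for reference. With MET siRNA they were 0.020 for immune families, and between the controls the interferon median was 3.45. This scaling moved the ratios of all probes by -0.25 with PHA665752, -0.033 with MET siRNA and -0.099 between the controls, and by construction the medians moved with it.

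Under quantile normalization, the MET log2 ratio was -1.01 with PHA665752 and -1.20 with MET siRNA. The list medians that moved were, with PHA665752, -0.23 for co-inhibitory, -0.056 for TNF/TNFR, 0.12 for immune families, -0.62 for inflammatory. With MET siRNA they were -0.031 for proliferation, 0.46 for interferon, and between the controls the interferon median was 3.49. The cause was not tested.

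Under normexp, the share of probes changed was 7.27% with PHA665752, 0.346% with MET siRNA and 1.02% between the controls. TNFSF15 was 0.022 between the controls in place of -0.38, a reversal. The rank among all genes was 42 for CD274 with PHA665752, 27 for CD274 by the mean, 1609 for PDCD1LG2 with PHA665752 and 1333 for PDCD1LG2 by the mean. The list medians that moved were, with PHA665752, 0.70 for HLA, -1.70 for DNA repair, -1.49 for MAPK output. With MET siRNA they were -0.073 for B7/CD28, 0.44 for ATF4, and between the controls the interferon median was 3.35. The cause was not tested.

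Under plain background subtraction, the list medians that moved were, with PHA665752, 0.95 for matrix. The cause was not tested.

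With the floor of 5 before median scaling, the share of probes changed was 3.94% with MET siRNA and 4.42% between the controls. The MET log2 ratio was -1.17 with PHA665752. The correlation across immune genes was 0.41. The rank among all genes was 696 for CD274 with MET siRNA, 86 for CD274 by the mean and 1534 for PDCD1LG2 with MET siRNA. The list medians that moved were, with PHA665752, -0.032 for TNF/TNFR and immune families (reversed), 0.58 for HLA, -2.22 for cell cycle, -2.28 for DNA repair, -0.33 for apoptosis, -0.45 for migration, -0.32 for proliferation, 0.40 for matrix, -2.06 for MAPK output, 0.22 for interferon, 0.35 for sterol, -0.36 for reference. With MET siRNA they were -0.081 for co-stimulatory, B7/CD28, TNF/TNFR and immune families (reversed), -0.0042 for matrix (reversed), and between the controls the interferon median was 3.45. The scaling moved all ratios as the 50th percentile did, and dim probes were given a ratio too. Medians of -0.032 with PHA665752 and -0.081 with MET siRNA are by construction the value of genes at the floor on both arrays, so their signs say nothing on the lists. Other causes were not tested.

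With only probes well above background on both arrays, the share of probes changed was 0.853% with MET siRNA and 1.80% between the controls. Between the controls the interferon median was 3.46. By construction bounds were not counted.

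Without a filter on dim probes, the share of probes changed was 5.73% with MET siRNA and 7.16% between the controls. The correlation across immune genes was 0.37. The rank among all genes was 149 for CD274 with PHA665752, 836 for CD274 with MET siRNA, 112 for CD274 by the mean, 1683 for PDCD1LG2 with MET siRNA and 733 for PDCD1LG2 by the mean. The list medians that moved were, with PHA665752, 0.16 for co-inhibitory, 0.043 for angiogenesis. With MET siRNA they were 0.082 for co-inhibitory, 0.51 for co-stimulatory, 0.044 for B7/CD28, 0.12 for TNF/TNFR, 0.13 for immune families, 0.092 for inflammatory. By construction the dim probes that otherwise have no ratio were counted.

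With the series matrix values, the share of probes changed was 2.81% with MET siRNA. These values leave the background outlier marks unused, and ignoring the marks alone gave nearly the same share, 2.80%.

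With the median over the probes of a gene, the list medians that moved were, with PHA665752, -0.50 for inflammatory. Between the controls the interferon median was 3.65. The cause was not tested.

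With background outlier marks ignored, the share of probes changed was 2.80% with MET siRNA. By construction the marked spots were counted.

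In the supplementary-fold scaling, the share of probes changed was 5.71% with MET siRNA and 4.62% between the controls. The MET log2 ratio was -1.01 with PHA665752 and -1.57 with MET siRNA. The correlation across immune genes was 0.41. The rank among all genes was 696 for CD274 with MET siRNA, 86 for CD274 by the mean and 1534 for PDCD1LG2 with MET siRNA. The list medians that moved were, with PHA665752, 0.11 for TNF/TNFR and immune families, 0.73 for HLA, 0.55 for matrix, 0.37 for interferon. With MET siRNA they were -0.29 for co-inhibitory, co-stimulatory, B7/CD28, TNF/TNFR and immune families (reversed), -0.078 for HLA (reversed), -0.17 for cell cycle (reversed), -0.15 for DNA repair (reversed), -0.23 for apoptosis, -0.33 for angiogenesis, -0.55 for migration, -0.34 for proliferation, -0.21 for matrix (reversed), -0.31 for inflammatory, -0.89 for MAPK output, 0.16 for interferon, 0.31 for ATF4, -0.023 for sterol (reversed), -0.26 for reference. The scaling moved all ratios by -0.10 with PHA665752 and -0.24 with MET siRNA, and dim probes were given a ratio too. Medians of 0.11 with PHA665752 and -0.29 with MET siRNA are by construction the value of genes at the floor on both arrays, so their signs say nothing on the lists.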

Differences from the paper's values

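The paper's share of genes changed by MET siRNA is 4.3% and the share of probes here was 1.84%. Among the alternatives set before the data were examined, the floor of 5 before median scaling (3.94%) and no filter on dim probes (5.73%) came within 1.5 times of the paper's value. The 50th percentile, quantile normalization, normexp, plain background subtraction, probes well above background on both arrays, the series matrix values, genes in place of probes and detected probes as the denominator did not. The supplementary-fold scaling, chosen after seeing the values, gave 5.71%, also within 1.5 times.

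The paper's value for CD274 probe A_23_P338479 with MET siRNA is about -0.90 in Fig. 1, read by eye, and the value here was -0.65. The paper's value for CD274 probe A_33_P3381513 with MET siRNA is about -0.77 in Fig. 1, read by eye, and the value here was -0.53. The paper's value for IL7R with MET siRNA is about -1.3 in Fig. 1, read by eye, and the value here was -1.12. The paper's value for PDCD1LG2 probe A_23_P94412 with MET siRNA is about -0.77 in Fig. 1, read by eye, and the value here was -0.53. The paper's value for PDCD1LG2 probe A_33_P3213707 with MET siRNA is about -0.66 in Fig. 1, read by eye, and the value here was -0.42. The paper's value for TNFSF4 with MET siRNA is about -0.62 in Fig. 1, read by eye, and the value here was -0.40. The paper's value for TNFSF9 with MET siRNA is about 0.53 in Fig. 1, read by eye, and the value here was 0.79. For these values none of the alternatives set before the data were examined came within the reading tolerance of 0.1. The supplementary-fold scaling, which was chosen after seeing the values, came within it, with -0.89 for CD274 probe A_23_P338479, -0.77 for CD274 probe A_33_P3381513, -1.36 for IL7R, -0.77 for PDCD1LG2 probe A_23_P94412, -0.66 for PDCD1LG2 probe A_33_P3213707, -0.64 for TNFSF4 and 0.54 for TNFSF9.

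The paper's value for CD70 with MET siRNA is about 0.43 in Fig. 1, read by eye, and the value here was 0.68, while 0.37 with normexp came within the reading tolerance and the other alternatives set before the data were examined did not. The paper's value for IL6 with MET siRNA is about 0.91 in Fig. 1, read by eye, and the value here was 1.22, while 0.97 with normexp came within the reading tolerance and the other alternatives set before the data were examined did not. The paper's value for IL6 with PHA665752 is about 1.2 in Fig. 1, read by eye, and the value here was 1.44, while 1.19 with the 50th percentile, 1.19 with the floor of 5 before median scaling and 1.13 with quantile normalization came within the reading tolerance and the other alternatives set before the data were examined did not. The paper's value for TNFSF4 with PHA665752 is about 0.5 in Fig. 1, read by eye, and the value here was 0.71, while 0.47 with the 50th percentile, 0.47 with the floor of 5 before median scaling, 0.36 with normexp and 0.40 with quantile normalization came within the reading tolerance and the other alternatives set before the data were examined did not. The tolerance was 0.1 for MET siRNA and 0.2 for PHA665752. The supplementary-fold scaling, chosen after seeing the values, was also within it, with 0.43 for CD70 with MET siRNA, 0.99 for IL6 with MET siRNA, 1.33 for IL6 with PHA665752 and 0.61 for TNFSF4 with PHA665752. It missed the paper's value for IL7R with PHA665752, about -1.9 in Fig. 1, read by eye, with -2.11, where the main processing gave -2.01, within the tolerance.

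The paper states that co-inhibitory molecules fell and co-stimulatory molecules rose with either treatment. Over the hand-written lists, 9 of 16 co-inhibitory genes were lower in both and 6 of 13 co-stimulatory genes were higher in both. These lists are wider than the molecules the paper names, with LAG3, IDO1, CD47 and CD28 among their genes, so the tally does not test its statement. Of the genes it names, CD274, PDCD1LG2, NECTIN1 and CD276 were lower in both, and TNFSF9, CD70 and ICAM1 higher. Among the genes the paper names, OX40L is said to rise with either treatment, and here TNFSF4 was -0.40 with MET siRNA and below 0 under every alternative. The paper names CD276 among the genes that fell, and here its probe A_33_P3217393 was -0.044 with PHA665752, within the spot noise. The other CD276 probe, A_33_P3222917, had no ratio with the main processing; it was -0.66 with PHA665752 and -0.49 with MET siRNA under the series matrix values. With the background outlier marks ignored, chosen after seeing the values, it was -0.66 and -0.49. In the supplementary-fold scaling, also chosen after seeing the values, it was -0.75 and -0.75.

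The paper names CD274 and PDCD1LG2 as the genes lowered with the most significance. No significance could be computed here from single arrays, so this ranking was not checked as such. By the size of the fall, CD274 ranked 57 and PDCD1LG2 461 by the mean of both log2 ratios, and no alternative brought CD274 above rank 27 or PDCD1LG2 above 347. Among the co-inhibitory molecules the paper places both at the top; here CD274 was first and PDCD1LG2 ranked 3 by the mean, behind NECTIN1. With MET siRNA alone PDCD1LG2 ranked 2, next to CD274, under each alternative. This ranking takes PDCD1LG2 from probe A_33_P3213707 and CD276 from probe A_33_P3217393. With the series matrix values CD276 probe A_33_P3222917 was -0.49, lower than the ranked PDCD1LG2 probe at -0.40. The order was the same with background outlier marks ignored, at -0.49 and -0.40, and in the supplementary-fold scaling, at -0.75 and -0.66. The other PDCD1LG2 probe, A_23_P94412, was -0.51, -0.51 and -0.77 in these settings in the same order.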

Other observations

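The test of the scaling behind the supplementary folds was chosen only after the result was seen; the other tests in this part were chosen before.

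The 332 lines held of the supplementary gene list, of 34127, differ from the ratios of processed signals by a constant factor in each pair. A candidate explanation is that each array was divided by the median of its own probes well above background. The ratio of these medians, sc siRNA over MET siRNA, was 0.818 and the factor 0.818; for DMSO over PHA665752 both were 1.08. All 332 lines then came within 0.1% of the supplementary folds. This scaling was found by a search over 2304 ways on the same lines, so it remains a hypothesis. Against the 75th percentile it shifts every log2 ratio by -0.10 with PHA665752 and -0.24 with MET siRNA. With medians over the probes well above background on each array, the siRNA factor was 0.976.

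Fewer probes were well above background on the MET siRNA array (20846) than on the sc siRNA array (23274). Probes whose spots were all left out as outliers have no value and do not count, 1573 on the former and 176 on the latter. Among the probes with a value on both arrays the gap was 1474 probes. A higher signal needed for detection on the MET siRNA array may explain this remaining gap: with the same normalized signal required of both arrays, 100.4% of it closed. The lowest signal among probes well above background was 17.4 on the MET siRNA array and 10.2 on the sc siRNA array, and 4.70% and 0.605% of spots were background outliers. A loss of transcripts from the cells was not tested otherwise.

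The MET transcript itself was lower with PHA665752, a kinase inhibitor. A general fall of bright probes is argued against, as the 100 probes nearest in signal had a median log2 ratio of 0.057. Saturation on the DMSO array is argued against, since it would shrink a fall and not make one, and 0 MET spots carried the saturation mark. The count of 29 probes brighter than MET on that array does not decide this by itself. Lower MET transcription or stability under the inhibitor, and differences between cultures, stay open and were not tested.

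CD274 fell less with MET siRNA than with PHA665752. This is consistent with smaller changes of genes of all kinds with MET siRNA. Among the 141 probes with a like PHA665752 ratio, the siRNA ratio of CD274 lay at percentile 22.0, and their median siRNA ratio was -0.30. An effect of the inhibitor on CD274 apart from MET stays open, untested.

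The MAPK output list had a median log2 ratio of -1.82 with PHA665752 and -0.65 with MET siRNA, and of -0.12 between the controls, below 0 under each alternative. The ATF4 response list stood at 0.52 with MET siRNA and 0.70 between the controls. With PHA665752 it stood at 0.045, a sign that turned under 2 alternatives. The sterol synthesis list stood at 0.59 with PHA665752 and 0.22 with MET siRNA, the latter being -0.023 in the supplementary-fold scaling. The reference genes stood at -0.11 with PHA665752, and at -0.015 with MET siRNA, where the sign turned under 1 alternative.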
